# TIGIT Blockade Exerts Synergistic Effects on Microwave Ablation Against Cancer

**DOI:** 10.3389/fimmu.2022.832230

**Published:** 2022-03-07

**Authors:** Yaping Chen, Hao Huang, Yuan Li, Wenlu Xiao, Yingting Liu, Rongzhang Chen, Yulan Zhu, Xiao Zheng, Changping Wu, Lujun Chen

**Keywords:** ablation, immune checkpoint inhibitors, TIGIT, immunotherapy, tumor microenvironment

## Abstract

**Background:**

Combination immunotherapy based on immune checkpoint inhibitors (ICIs) has shown great success in the treatment of many types of cancers and has become the mainstream in the comprehensive treatment of cancers. Ablation in combination with immunotherapy has achieved tremendous efficacy in some preclinical and clinical studies. To date, our team proved that ablation in combination with ICIs was a promising antitumor therapeutic strategy for the liver metastasis of colorectal cancer (CRC). Moreover, we found that the expression of T cell immunoglobulin and immunoreceptor tyrosine-based inhibitory motif domain (TIGIT) expression was up-regulated after microwave ablation (MWA), indicating that TIGIT was involved in immunosuppression, and the combination of MWA and TIGIT blockade represented a potential clinical treatment strategy.

**Methods:**

In the present study, we examined the expression of TIGIT using a preclinical mouse model treated with MWA. Moreover, we evaluated the antitumor functions of MWA alone or in combination with TIGIT blockade by monitoring tumor growth and survival of the mice. Besides, we also detected the numbers of tumor-infiltrating lymphocytes (TILs), and effector molecules of CD8^+^ T cells using flow cytometry. Finally, we analyzed the single-cell RNA sequencing (scRNA-seq) data from the MWA and MWA plus anti-TIGIT groups.

**Results:**

The expression of TIGIT in various immune cells was up-regulated after MWA, and the addition of TIGIT blockade to MWA prolonged survival and delayed tumor growth in the MC38 tumor model. Taken together, our findings showed that TIGIT blockade in combination with MWA significantly promoted the expansion and functions of CD8^+^ TILs and reshaped myeloid cells in the tumor microenvironment (TME) using flow cytometry and scRNA-seq analysis.

**Conclusions:**

TIGIT blockade in combination with MWA was a novel treatment strategy for the liver metastasis of CRC, and this combination therapy could reprogram the TME toward an antitumor environment.

## Introduction

As a local, minimally invasive treatment guided by ultrasound or computed tomography, tumor ablation, including radiofrequency ablation (RFA) and microwave ablation (MWA), is widely used in the treatments for many human solid tumors (1–3). Accumulating evidence has found that tumor ablation is safe and feasible for hepatocellular carcinoma (HCC), liver metastasis of colorectal cancer (CRC), renal cancer, prostate cancer, osteoid osteoma, thoracic cancer, and lung cancer, *etc* (4–8). Ablation not only induces necrosis to destroy cancer tissue but also triggers antigen release and even immune responses (2, 9). We have previously reported that ablation can induce immune responses against tumors, and the programmed death-ligand 1/programmed death 1 (PD-L1/PD-1) axis plays an important role in attenuating RFA-induced antitumor immunity (10). However, ablation does not always induce long-term anti-tumor immunity, and in some cases, it can also lead to immunosuppression in the late stage due to elevated expression of PD-1 on T cells, PD-L1 on antigen-presenting cells or tumor cells (10). Moreover, we have also proved the mechanism that the incomplete RFA is involved in the rapid tumor progression, thus hindering the PD-1 blockade immunotherapy due to the production of CCL2 by cancer cells (11).

In addition to surgery, chemotherapy, and radiotherapy, treatment with immune checkpoint inhibitors (ICIs) is another effective strategy for the treatment of cancers (12). Since the cytotoxic T-lymphocyte-associated antigen 4 (CTLA-4) antibody ipilimumab has become the first ICI used in melanoma therapy, anti-PD-L1/PD-1 agents have been approved for the treatment of melanoma, non-small-cell lung cancer, head and neck squamous cell carcinoma, MMS-H/dMMR solid tumors, Hodgkin’s lymphoma, and other cancers (13–17). However, only a small subset of patients achieve a good clinical response. These results indicate the presence of another immunosuppressive signal in the TME. T cell immunoglobulin and immunoreceptor tyrosine-based inhibitory motif domain (TIGIT), which is also known as Vsig9, Vstm3, or WUCAM, is a coinhibitory receptor similar to PD-1, lymphocyte activation gene-3 (LAG-3), and T cell immunoglobulin-3 (TIM-3) (18). TIGIT has three ligands, including CD155 [poliovirus receptor (PVR)], CD112 [nectin-2 or poliovirus receptor-related 2 (PVRL2)], and CD113 (nectin-3 or PVRL3), and it has a higher affinity for CD155 (19). TIGIT is expressed on T cells and natural killer (NK) cells, and it inhibits the activation of these cells (19–21). TIGIT inhibits T cells by competing with CD226 for binding to the same PVR ligand (22). Multiple studies have found that TIGIT may regulate the effector function of antitumor and antiviral CD8^+^ T cells effector function *via* participating in the TIGIT-CD96-CD112R-CD226 axis in the cancer immunotherapy (23). Furthermore, according to a recent study, TIGIT is expressed on tumor-infiltrating NK cells, and TIGIT blockade reverses the exhaustion of NK cells independently of the adaptive immune system, namely, CD8^+^ T cell-mediated tumor reactivity (24). Importantly, TIGIT blockade can reduce the suppressive function of Foxp3^+^ regulatory T cells (Tregs) (25). In addition, several ongoing clinical trials targeting TIGIT as the treatment of advanced solid cancers including non-small-cell lung cancer (such as NCT03119428, NCT02913313, NCT03563716, and NCT02794571), either as a single agent or in combination with other ICIs, are being performed (26). According to the phase I and II trials, the TIGIT inhibitor tiragolumab alone or in combination with the PD-L1 inhibitor atezolizumab, has achieved statistically significant results in the treatment of multiple solid malignancies, most notably non-small cell-lung cancer (27, 28). Therefore, TIGIT blockade has been a promising strategy for antitumor immunotherapy.

Studies have found that MWA provides several advantages over the other forms of thermal ablation. Specifically, MWA induces larger volumes of necrosis, achieves faster ablation rates, and results in greater sphericity of the necrotic area, which can ablate larger nodules (29, 30). Therefore, we used MWA to treat mice with MC38 colon cancer and assessed the immune response. In the present study, the expression of TIGIT was up-regulated after MWA. This result indicated that the expression of TIGIT, which was up-regulated as an immunosuppressive signal after MWA, had important implications in combination therapy. Meanwhile, the addition of TIGIT blockade to MWA prolonged survival and delayed tumor growth in the mouse MC38 tumor model. Overall, TIGIT blockade in combination with MWA promoted the expansion and functions of CD8^+^ T cells and reshaped myeloid cells by recruiting CD8^+^ TILs infiltrating into TME. These results supported the notion that TIGIT blockade in combination with MWA could serve as a novel therapeutic strategy and could synergistically improve the anti-tumor immunity.

## Results

### High Expression of TIGIT in TILs and Changes in Distant Tumors After MWA

TIGIT is a coinhibitory receptor, and its high expression is consistent across multiple types of solid tumors (23). We assessed the expression of TIGIT in TILs using the MC38 tumor model, and the expression of TIGIT was significantly higher in TILs, including CD4^+^ TILs, CD8^+^ TILs, and NK cells, compared with the spleen (**Figures 1A, B**). Next, we examined the expression of TIGIT in the distant tumor environment following MWA treatment in the MC38 colon cancer model. The MWA treatment was performed as described as in the *Materials and Methods*. On day 10 after MWA, the expression of TIGIT was markedly increased in CD4^+^ TILs, CD8^+^ TILs, and NK cells, while it was not significantly changed in Tregs (**Figures 1C, D**). We also compared the expression of TIGIT on day 10 after MWA with untreated animals at day 10 (Data shown in **Supplementary Figure 1**). We found there were no significant difference in the expression of TIGIT in TILs of untreated animals on day 0 compared with day 10. And the expression of TIGIT in TILs, including CD4^+^ TILs, CD8^+^ TILs, and NK cells was upregulated on day 10 after MWA compared with the group of untreated animals on day 10, while it was not significantly changed in Tregs. Based on these results, local MWA enhanced anti-tumor immune responses in distant tumors. And the tumor progression does not trigger changes in the immune landscape related to TIGIT upregulation. Consistently, we found the expression of TIGIT was also upregulated in T cells after ablation by analyzing the published scRNA-seq data from the pancreatic ductal adenocarcinoma (PDAC) mouse model (**Figures 1E–G**) (31).

**Figure 1:**
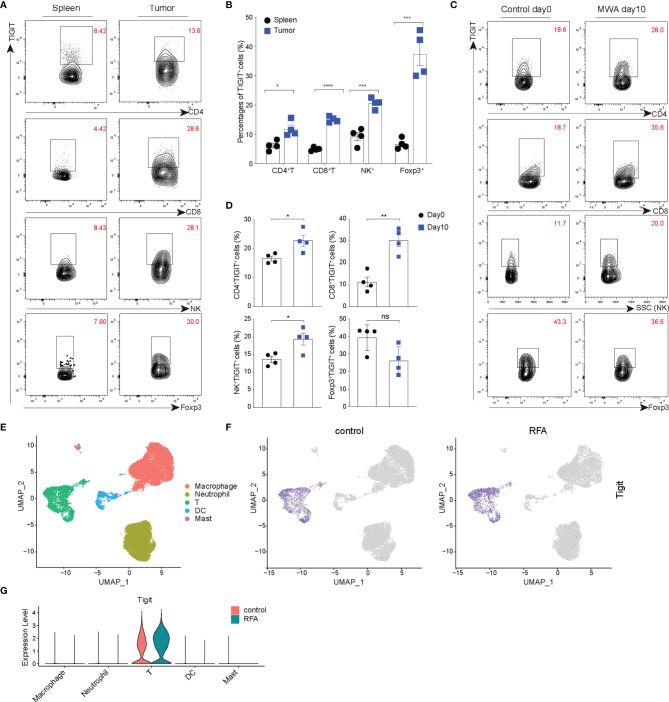
TIGIT is up-regulated in the distant tumors after MWA treatment and expressed at high levels in TILs. **(A, B)** A total of 1.5×10^6^ MC38 cells were inoculated subcutaneously into the left flank of C57BL/6 mice (n=4). **(A)** Representative flow cytometry plots of TIGIT expression in spleens and TILs of MC38 tumor-bearing mice (not subjected to MWA). **(B)** Quantitative percentage of TIGIT in TILs and spleens of MC38 tumor-bearing mice (not subjected to MWA). **(C, D)** A total of 3×10^6^ MC38 cells were subcutaneously inoculated into the bilateral flanks of C57BL/6 mice (n=4). MWA was performed on the tumor on the right flank when the tumor volume reached approximately 300 mm^3^. **(C)** Representative flow cytometry plots of TIGIT expression in TILs, including CD4^+^ T, CD8^+^ T, NK cells and CD4^+^ Foxp3^+^ Tregs on day 0 after MWA and day 10 after MWA. **(D)** Quantitation of the percentage of TIGIT in TILs on day 0 before MWA and day 10 of MWA. **(E–G)** Cluster analysis. Immune cells from vaccinated Panc02 tumor-bearing mice belonging to the control group (not subjected to RFA) and RFA group were determined by performing a UMAP dimensionality reduction analysis of scRNA-seq data and were colored according to the expression of TIGIT. Data were presented as the mean ± SEM, n=4, ns (not significant, *P*>0.05), * *P*<0.05, ** *P*<0.01, *** *P*<0.001, and **** *P*<0.0001 according to two-tailed unpaired Student’s *t*-test.

### The Combination of MWA and Anti-TIGIT Treatment Synergistically Inhibits the Growth of Distant Tumors

MWA induced robust immune response and up-regulated TIGIT in multi-immune cell types. Therefore, we combined MWA and anti-TIGIT treatment and assessed the antitumor effect of such a combination strategy. Mice with MC38 colon cancer were divided into four groups as follows: the control group, which was treated with an isotype control antibody; the MWA group, which was treated with MWA and an isotype control antibody; the TIGIT group, which was treated with anti-TIGIT; and the MWA plus TIGIT group, which was treated with MWA and anti-TIGIT. We observed delayed tumor growth in the MWA, TIGIT, and MWA plus TIGIT groups compared with the control group. We also observed prolonged survival in the MWA, anti-TIGIT, and MWA plus anti-TIGIT groups (**Figure 2A**). Furthermore, the survival was much longer in the MWA plus anti-TIGIT treatment group compared with the other treatment groups (**Figure 2B**). To understand the synergistic antitumor effect induced by the combination of MWA and anti-TIGIT treatment, we performed a multi-color flow cytometric analysis of TILs in mice treated under the four above-mentioned conditions. We found that the frequencies of CD45^+^ TILs and CD8^+^ TILs were higher in the MWA, TIGIT, and MWA plus TIGIT groups compared with the control group (**Figures 2C, E**). Additionally, in the MWA plus TIGIT group, the frequencies of CD45^+^ TILs and CD8^+^ TILs were higher compared with the MWA or TIGIT alone group (**Figures 2C, E**). Furthermore, the numbers of CD4^+^ T cells and NK cells were increased in the mice receiving MWA alone and combination therapy (**Figures 2D, F**). However, no significant differences in the frequency of Tregs among the four groups were observed (**Figure 2G**).

**Figure 2:**
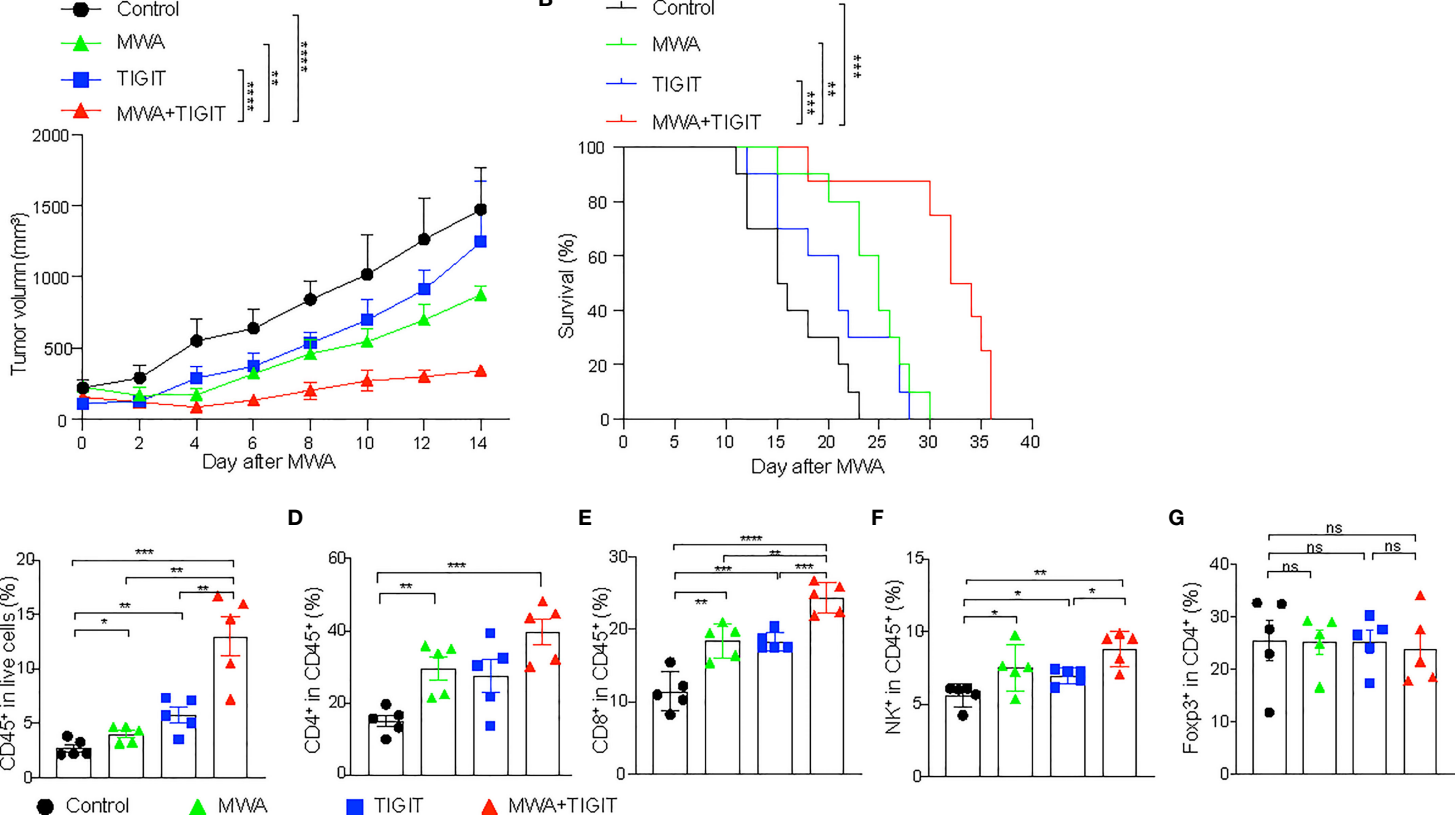
The combination of MWA and anti-TIGIT treatment synergistically inhibits the growth of distant tumors. **(A–G)** A total of 3×10^6^ MC38 cells were subcutaneously inoculated into the bilateral flanks of C57BL/6 mice. Mice with MC38 colon cancer mice were divided into four groups: the control group, which was treated with an isotype control antibody; the MWA group, which was treated with MWA and an isotype control antibody; the TIGIT group, which was treated with anti-TIGIT; and the MWA plus TIGIT group, which was treated with MWA and anti-TIGIT. MWA was conducted only for the tumor on the right flank when the tumor volume reached approximately 300 mm^3^ and the right flank tumor was cured after MWA. Anti-TIGIT mAbs (200 μg per mouse per injection) were intraperitoneally administered to the mice on day 1 after MWA, and subsequently once every 3 days for a total of four injections. The mice were considered dead when the tumor size reached 20mm in diameter or tumor ruptured. **(A)** The tumor size of on the left flank was measured every 2 days after MWA. **(B)** Kaplan-Meier survival curves were shown (n=10). **(C)** Frequencies of infiltrating CD45^+^ TILs (n=5). **(D)** Frequencies of infiltrating CD4^+^ TILs (n=5). **(E)** Frequencies of infiltrating CD8^+^ TILs (n=5). **(F)** Frequencies of infiltrating NK^+^ cells (n=5). **(G)** Frequencies of infiltrating Tregs (n=5). Data were presented as the mean ± SEM, ns (not significant, *P*>0.05), * *P*<0.05, ** *P*<0.01, *** *P*<0.001, and **** *P*<0.0001 according to the two-way ANOVA test and the log-rank test **(A, B)**, and the one-way ANOVA test **(C–G)**.

### The Combination of MWA and Anti-TIGIT Treatment Enhances CD8^+^ T Cell Responses in Distant Tumors

We next examined the T cell response under different treatment conditions. We found that the production of interferon-γ (IFN-γ), tumor necrosis factor-α (TNF-α), and granzyme B (GZMB) in CD8^+^ T cells in the MWA group were similar to those in the control group (**Figures 3A, B**). In addition, we found that the expressions of IFN-γ, TNF-α, and GZMB were higher in CD8^+^ T cells from the TIGIT or MWA plus TIGIT group compared with the control group (**Figures 3A–D**). Furthermore, the frequencies of IFN-γ^+^ and TNF-α^+^ CD8^+^ T cells were higher in the MWA plus anti-TIGIT group compared with the MWA or TIGIT group. Consistently, after depletion of CD8^+^ T cells, we found that the tumor growth and the survival were similar among these groups (**Figures 3E, F**). These data suggested that blockade of TIGIT enhanced MWA-induced antitumor immune responses, and this effect was mediated by CD8^+^ T cells.

**Figure 3:**
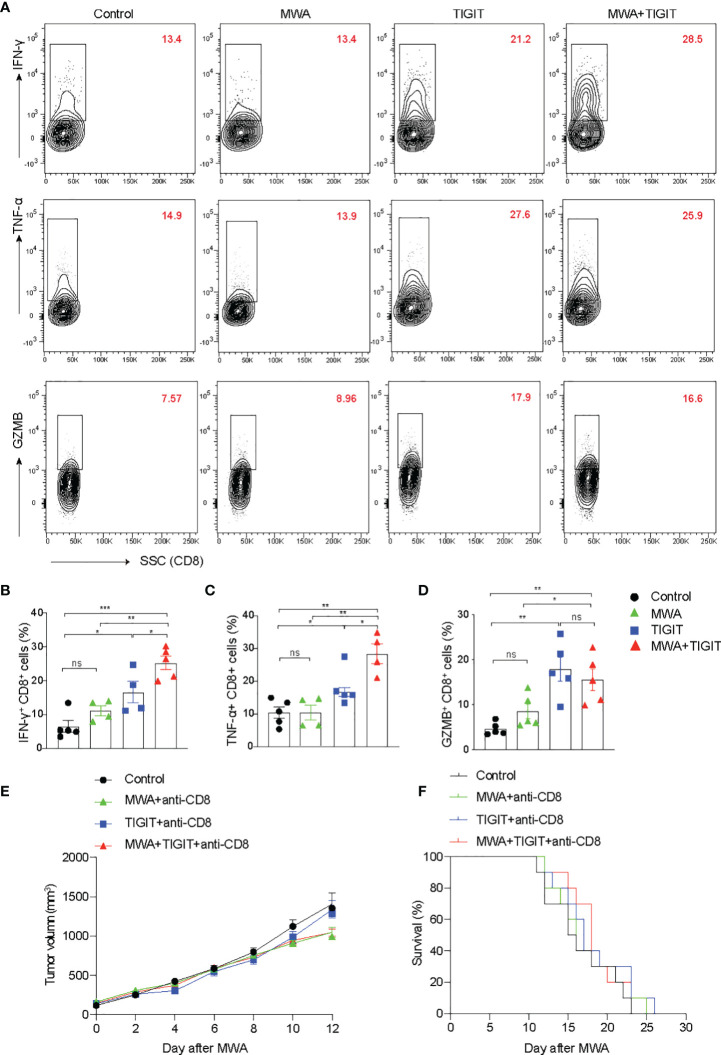
The combination of MWA and anti-TIGIT treatment enhances the CD8^+^ T responses in distant tumors. **(A–D)** A total of 3×10^6^ MC38 cells were subcutaneously inoculated into the bilateral flanks of C57BL/6 mice (n=4-5). The MC38 tumor-bearing mouse models were treated with MWA, anti-TIGIT antibody, and MWA plus anti-TIGIT antibody, as described in **Figure 2**. **(A)** Representative flow cytometry plots of IFN-γ, TNF-α and GZMB expressions in CD8^+^ T cells. **(B–D)** Quantitative analysis of the percentages of IFN-γ, TNF-α and GZMB expressions in CD8^+^ T cells. Data were presented as the mean ± SEM, n=4-5, ns (not significant, *P*>0.05), * *P*<0.05, ** *P*<0.01, *** *P*<0.001, and **** *P*<0.0001 according to the one-way ANOVA test. **(E, F)** For the depletion of CD8^+^ T cells, the mice were administered 250 µg anti-CD8 antibodies starting from 1 day before MWA and subsequently every 3 days after MWA. **(E)** The tumor size on the left blank after MWA was measured every 2 days after MWA. **(F)** Kaplan–Meier survival curves were shown. Data were presented as the mean ± SEM, ns (not significant, *P*>0.05), * *P*<0.05, ** *P*<0.01, and *** *P*<0.001 according to the two-way ANOVA test and the log-rank test.

### The Combination of MWA and Anti-TIGIT Treatment Reverses the Exhaustion of CD8^+^ T Cells in the TME

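CD45+ TILs, that is, all leukocytes of the tumor, were sorted by FACS from the left flank MC38 tumor, which was not ablated itself, and single cells were sequenced with the 10x Genomics droplet method, which reads the 3′ end of each transcript and counts its molecules with unique molecular identifiers (UMIs). MC38 is a mouse colon cancer line grown in C57BL/6 mice. There was 1 library from the MWA group and 1 from the MWA plus TIGIT group, and the paper's text does not give the number of mice behind each. The right tumor was ablated at about 300 mm3, and the sample labels place the collection 8 days after MWA. The MWA plus TIGIT group received 200 µg of anti-TIGIT antibody per injection, 4 times according to the paper and 3 times according to the labels. The paper gives the schedule as every 3 days from 1 day after MWA. With collection after 8 days, that schedule leaves time for only 3 injections. The authors deposited the UMI counts of 32285 genes per cell barcode, made with Cell Ranger against the mouse build GRCm38 (mm10) and not normalized. The MWA library held 10217 barcodes with 66152465 UMIs, a median of 5627 UMIs and 1681 genes per barcode. In the MWA plus TIGIT library there were 10190 barcodes with 78751205 UMIs, and the medians were 6586 UMIs and 1936 genes. The paper states that cells with more than 5000 UMIs and 10% mitochondrial UMIs were filtered out, which can be read as each limit on its own or as both at once in the same cell. It was read here as each limit on its own. In the deposited counts 55.2% and 60.3% of the barcodes exceed 5000 UMIs, and both limits together leave 4396 and 3773 barcodes, so the values given with each conclusion use no upper UMI limit. Barcodes with over 10% mitochondrial UMIs or under 200 detected genes were left out, as were 835 and 831 barcodes called as doublets, and 9202 cells of the MWA group and 9082 of the MWA plus TIGIT group remained. The cells were integrated and clustered along the methods of the paper, but with a later version of Seurat, with resolutions for the subclusters that the paper does not give, and with the genes the paper names in its results kept out of the clustering, so that no cluster was built on them. Clusters were named from markers fixed in advance and carry the ending "-like", and since the authors' own cell annotation was not used here, a difference from the paper's values may come from these rebuilt names. Within each group of cells the UMIs were summed per library and are given as CPM, the UMIs of a gene scaled by all UMIs of that group of cells. With 1 library per group there is no replicate, cells are not replicates, and no test between the groups was run. Each value is followed by its 95% interval, exact binomial for shares and exact Poisson or conditional binomial for summed UMIs and their ratios, which covers counting error only.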

To assess the different roles of antitumor T cell-mediated immune responses between the MWA group and the MWA plus anti-TIGIT group, we analyzed scRNA-seq data for conventional T cell subsets. 

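Of the sorted CD45+ cells, 1943 of 9202 in the MWA group (21.1%, 20.3 to 22.0) and 2086 of 9082 in the MWA plus TIGIT group (23.0%, 22.1 to 23.8) lay in clusters of CD8+ T cells, with summed Cd8b1 at 654 CPM and 799.7 CPM. A Cd4 UMI was present in 8.13% and 8.39% of them. By the classes below, the shares were 18.2% and 17.8% of interferon-induced-like, 14.2% and 14.4% of cycling-like, 11.3% and 10.4% of stem-like and 1.02% and 1.03% of effector-like cells, while in exhausted-like cells the share was 7.54% in the MWA group and 13.9% in the MWA plus TIGIT group. Clustering these cells again gave a stem-like cluster led by Il7r, Lef1, Ccr7 and Tcf7, an effector-like cluster led by Gzma, Gzmk and Ly6c2 together with Trav16, and an interferon-induced-like cluster led by Ifit3, Ifit1, Isg15, Rsad2 and Usp18. The exhausted-like cluster was led by Ccl1, Gzmf, Nrgn, Xcl1 and Rgs16. The cycling-like class joined a cluster led by Mcm genes and a cluster led by histone genes, Birc5, Ube2c and Mki67. A further cluster led by Foxp3 and Izumo1r, with 20 cells of the MWA group and 28 of the MWA plus TIGIT group, carried more markers of regulatory T cells than of any CD8+ class and stayed unnamed. A T cell cluster of very few UMIs per cell (45 cells in each group) and a cluster with macrophage transcripts (33 and 18 cells) were kept out of the CD8+ T cells. The rules for these exclusions and for the cycling-like class were set after the clusters had been seen.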

We found that the CD8^+^ TILs were generally classified into five subpopulations based on the expressions of marker genes, including stem-like CD8^+^ T cells, effector CD8^+^ T cells, interferon-induced CD8^+^ T cells, exhausted CD8^+^ T cells, and cycling CD8^+^ T cells (**Figures 4A–E**). The addition of anti-TIGIT treatment to the MWA regimen increased the frequency of effector CD8^+^ T cells and decreased the frequency of exhausted CD8^+^ T cells in the TME (**Figures 4D, E**). However, there were almost no significant differences in the frequencies of stem-like CD8^+^ T cells, interferon-induced CD8^+^ T cells, and cycling CD8^+^ T cells (**Figures 4D, E**). 

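Effector-like cells made up 788 of the 1943 CD8+ T cells in the MWA group (40.6%, 38.4 to 42.8) and 972 of the 2086 in the MWA plus TIGIT group (46.6%, 44.4 to 48.8), a difference of 6.04 percentage points (2.94 to 9.12). Exhausted-like cells made up 305 of 1943 (15.7%, 14.1 to 17.4) and 209 of 2086 (10.0%, 8.76 to 11.4), a difference of −5.68 points (−7.79 to −3.58). Both differences exceed the counting error, and neither has a replicate check. The effector-like difference moved most, to 14.7 points, when CD8+ T cells were picked by a UMI of Cd8a or Cd8b1 and no UMI of Cd4, whereas the exhausted-like difference stayed between −7.26 and −5.26 points under the alternatives tried. With that pick, effector-like cells were 22.3% of named CD8+ T cells of the MWA group, against 41.0% in the main setting. Stem-like cells were 33.1% against 7.80%. The 2 names thus covered other cells there, and the 14.7 points do not measure the same class. Several leading genes of these clusters differed between the libraries within the clusters themselves. In exhausted-like cells Penk was higher by 3.23 and Ccl1 by 1.62 on the log2 scale, and Gzmf fell by 1.43. With the leading genes of both clusters left out of the clustering, a choice made after this was seen, the differences were 4.10 points (1.02 to 7.18) for effector-like cells and −5.78 points (−7.84 to −3.73) for exhausted-like cells. Trav16, a T cell receptor segment whose sequence is shared with near-identical copies, had a UMI in 1.27% of the effector-like cells of the MWA group and 27.8% of those of the MWA plus TIGIT group. Among CD8+ T cells without a Trav16 UMI, the effector-like difference was 2.18 points (−1.11 to 5.47) and the exhausted-like difference −3.23 points (−5.54 to −0.89).

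**Figure D1:**
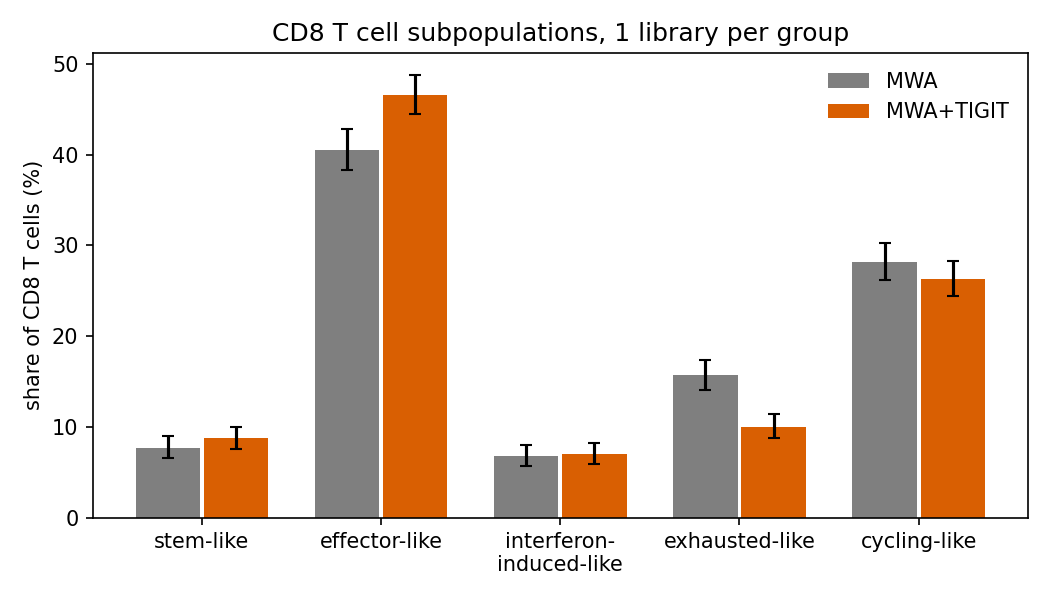
Share of CD8+ T cells (in percent, y axis) in each subpopulation (x axis) for the MWA library (gray) and the MWA plus TIGIT library (orange), with 95% exact binomial intervals that cover counting error only as error bars. The effector-like bars stand at 40.6% and 46.6% and the exhausted-like bars at 15.7% and 10.0%, with intervals that do not overlap.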

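Stem-like cells numbered 150 of the CD8+ T cells in the MWA group (7.72%, 6.57 to 9.00) and 182 in the MWA plus TIGIT group (8.72%, 7.55 to 10.02), which differ by 1.00 point (−0.73 to 2.73). For interferon-induced-like cells the counts were 132 (6.79%, 5.71 to 8.00) and 146 (7.00%, 5.94 to 8.18), and the difference was 0.21 points (−1.40 to 1.80). Cycling-like cells numbered 548 (28.2%, 26.2 to 30.3) and 549 (26.3%, 24.4 to 28.3), differing by −1.89 points (−4.67 to 0.90). All 3 intervals include 0, but the stem-like difference depends on the processing. It was −5.79 points (−8.34 to −3.23) with the reported genes kept in the clustering, −7.25 points (−9.86 to −4.64) when CD8+ T cells were clustered at a resolution of 1.0, and −8.17 points (−11.1 to −5.18) when they were picked by Cd8a or Cd8b1 without Cd4. With the leading genes of the effector-like and exhausted-like clusters left out, a choice made after the data had been seen, it was 2.30 points (0.51 to 4.08), and among CD8+ T cells without a Trav16 UMI 3.15 points (1.18 to 5.14). Under the limit of 5000 UMIs per cell, the stem-like difference became −23.1 points (−26.8 to −19.4) and the interferon-induced-like difference 16.1 points (11.9 to 20.2). The stem-like class itself was larger there, at 37.7% of named CD8+ T cells of the MWA group against 7.80% in the main setting. It was 24.5% with the reported genes kept, 26.4% at a resolution of 1.0 and 33.1% with the marker pick. These negative differences thus concern a wider class of cells. The interval of the cycling-like difference included 0 under each alternative tried, as did that of the interferon-induced-like difference under the alternatives other than that limit.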

An analysis of differentially expressed genes (DEGs) showed that the expression of markers of exhausted T cells (Pdcd1, Havcr2, and Lag-3) were high in the MWA plus TIGIT and MWA groups. However, CD44, TNF-α, and IFN-γ were up-regulated in exhausted T cells. Nevertheless, the expressions of effector T cell markers, such as GZMB, TNF, IFN-γ and CD44, exhibited almost no significant differences in expression between the MWA plus anti-TIGIT and MWA groups (**Figure 4F**). 

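Within each library, Pdcd1 (GRCm38 chromosome 1, 94038305 to 94052553, encoding PD-1) stood at 245 CPM in exhausted-like cells of the MWA group, 10.4 times (8.75 to 12.5) its level in the other CD8+ T cells. In the MWA plus TIGIT group it stood at 249.6 CPM, 6.57 times (5.62 to 7.67) the level in the others. Havcr2 (chromosome 11, 46454935 to 46481255, encoding TIM-3) was at 80.4 and 86.3 CPM in exhausted-like cells, 8.84 times (6.60 to 11.9) and 6.26 times (4.80 to 8.16) the level in the others. The corresponding ratios of Lag3 (chromosome 6, 124904361 to 124911705), at 195 and 211 CPM, were 11.8 (9.57 to 14.5) and 7.88 (6.60 to 9.42). The MWA plus TIGIT group over the MWA group, exhausted-like cells had log2 ratios of 0.03 (−0.18 to 0.24) for Pdcd1, 0.10 (−0.27 to 0.47) for Havcr2 and 0.11 (−0.12 to 0.34) for Lag3, all within the counting error. These 3 genes took no part in the clustering or in the naming of the exhausted-like cluster.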

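In exhausted-like cells, Ifng (GRCm38 chromosome 10, 118441046 to 118445892) rose from 632 UMIs, 353 CPM (326 to 381), in the MWA group to 681 UMIs, 520 CPM (482 to 560), in the MWA plus TIGIT group, a log2 ratio of 0.56 (0.40 to 0.72). Tnf (chromosome 17, 35199381 to 35202007) rose from 58 UMIs, 32.4 CPM (24.6 to 41.9), to 95 UMIs, 72.5 CPM (58.7 to 88.7), a log2 ratio of 1.16 (0.68 to 1.66). Cd44 (chromosome 2, 102811141 to 102901665) was at 217 UMIs, 121 CPM (106 to 138), and 192 UMIs, 147 CPM (127 to 169), and its log2 ratio of 0.27 (−0.01 to 0.56) lies within the counting error. With edgeR's TMM factors in place of the library totals, which lower all log2 ratios in exhausted-like cells by 0.16, the ratio of Ifng was 0.40, and under the limit of 5000 UMIs per cell it was 0.26 (−0.07 to 0.58), an interval that includes 0. After thinning every cell to 1000 UMIs, which left out 3 and 1 of the exhausted-like cells, a Tnf UMI was found in 4.31% (2.31 to 7.25) and 9.62% (5.97 to 14.5) of them, against 0 of 79 and 0 of 12 B-like cells. The unthinned shares were 13.4% and 29.7%, at median depths of 5296 and 5817 UMIs.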

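Among the effector-like cells, Gzmb (GRCm38 chromosome 14, 56258838 to 56262260, encoding granzyme B) rose from 1201 UMIs, 440.4 CPM (416 to 466), in the MWA group to 2630 UMIs, 779.8 CPM (750.3 to 810.2), in the MWA plus TIGIT group, a log2 ratio of 0.82 (0.73 to 0.92). Its ratio was smallest, 0.10 (−0.09 to 0.28), under the limit of 5000 UMIs per cell. A Gzmb UMI was found in 49.2% and 64.5% of the effector-like cells, and in 31.5% (28.2 to 34.9) and 40.4% (37.3 to 43.6) after thinning to 1000 UMIs, which left out 10 and 17 cells, while the thinned shares in all TAM-like cells, at median depths of 8687 and 10650 UMIs against 3271 and 3270 in effector-like cells, were 0.08% and 0.03%. Without the cells that held a Trav16 UMI, the ratio of Gzmb was 0.58 (0.47 to 0.68). Tnf was at 62.3 and 58.1 CPM, a log2 ratio of −0.10 (−0.41 to 0.20), and Cd44 at 76.6 and 78.6 CPM, a ratio of 0.04 (−0.23 to 0.30). Ifng was at 208 and 240.5 CPM, a ratio of 0.21 (0.06 to 0.37), which turned to −0.14 under the limit of 5000 UMIs and to −0.16 in CD8+ T cells picked by Cd8a or Cd8b1 without Cd4.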

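Other genes of the exhausted state were examined in the same cells. Tox (GRCm38 chromosome 4, 6686353 to 6991557), a transcription factor gene, fell in exhausted-like cells from 202 UMIs, 113 CPM, to 108 UMIs, 82.4 CPM, a log2 ratio of −0.45 (−0.80 to −0.11). Entpd1, which encodes CD39, was at 60.3 and 58.0 CPM, with a ratio of −0.06 (−0.50 to 0.38). Tigit itself (chromosome 16, 43648867 to 43664146) had 24 UMIs in the MWA group and 27 in the MWA plus TIGIT group, 13.4 CPM (8.59 to 19.9) and 20.6 CPM (13.6 to 30.0), so that no difference was detectable at this depth. In effector-like cells, Pdcd1 was low but higher in the MWA plus TIGIT group, from 43 to 130 UMIs, a log2 ratio of 1.29 (0.78 to 1.82). The ratios there were 0.96 (0.26 to 1.69) for Havcr2, from 25 to 60 UMIs, and 0.76 (0.21 to 1.33) for Lag3, from 42 to 88 UMIs. From its data on the subpopulations of CD8+ T cells and their genes, the paper concludes as follows.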

Based on these data, the combination of MWA and anti-TIGIT treatment reversed the exhaustion of CD8^+^ T cells and increased the frequency of effector CD8^+^ T cells in the TME. Furthermore, the chemokine receptor CXCR3 is expressed on CD8^+^ T cells and plays a role in T cell migration into tumors (32, 33). 

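Cxcr3 lies on GRCm38 chromosome X from 101731535 to 101734269. Over all CD8+ T cells it had 569 UMIs in the MWA group, 59.6 CPM (54.8 to 64.7), and 959 UMIs in the MWA plus TIGIT group, 94.2 CPM (88.3 to 100.3), a log2 ratio of 0.66 (0.51 to 0.81) that was lowest, 0.54, with TMM factors. In effector-like cells the ratio was 0.50 (0.28 to 0.72), in cycling-like cells 0.61 (0.37 to 0.85), and in interferon-induced-like cells, from 38 to 70 UMIs, 0.51 (−0.08 to 1.11). Stem-like cells held 5 UMIs in the MWA group and 24 in the MWA plus TIGIT group, a ratio of 1.80 (0.38 to 3.55) that dropped to 0.20 (−0.17 to 0.58) when CD8+ T cells were clustered at a resolution of 1.0. Exhausted-like cells, at 11.7 and 20.6 CPM, had a ratio of 0.81 (−0.06 to 1.71). A Cxcr3 UMI was found in 22.8% and 33.1% of all CD8+ T cells. After thinning each cell to 1000 UMIs, with 20 and 24 cells left out, the shares were 7.49% (6.35 to 8.76) and 9.41% (8.18 to 10.8). These intervals overlap, which by itself does not place the difference within the counting error. The thinned shares in all TAM-like cells were 0.27% and 0.03%. The median depth was 4224 and 4075.5 UMIs in CD8+ T cells.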

We found that CXCR3 was up-regulated in stem-like CD8^+^ T cells, effector CD8^+^ T cells, interferon-induced CD8^+^ T cells, and cycling CD8^+^ T cells (**Figure 4G**). We further studied the functions of effector CD8^+^ T cells and exhausted CD8^+^ T cells between the MWA group and MWA plus TIGIT group by comparing the activities of related pathways. We found that pathways associated with TNF-α, TGF-β, oxidative phosphorylation, and glycolysis responses were upregulated in the effector CD8^+^ T cells in the MWA plus TIGIT group, whereas NF-κB-mediated TNF-α signaling, TGF-β signaling, G2/M checkpoint, IFN-γ, fatty-acid metabolism, oxidative phosphorylation, and glycolysis pathways were upregulated in the exhausted CD8^+^ T cells in the MWA plus TIGIT group (**Figure 4H**). These data indicated that the combination of MWA and anti-TIGIT treatment increased the quantities of effector CD8^+^ T cells and reversed the function of exhausted CD8^+^ T cells.

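The gene sets behind Figure 4H are not named in the paper's text, so short lists of well-known genes of each pathway were written before the counts were seen. For each list the median log2 ratio, MWA plus TIGIT group over MWA group, was set against 10000 random gene lists of the same size and expression, as a description of these libraries and not a test. In effector-like cells the 38 measured TNF-α/NF-κB genes had a median of −0.07, at the 0.01 percentile of the random lists, whose own median was 0.13. The TGF-β list had a median of 0.12 (43.2 percentile), the G2/M list 0.15 (62.6), the fatty-acid list 0.13 (43.2) and the glycolysis list 0.09 (31.9), all near the middle of the random lists. The medians of the IFN-γ and oxidative phosphorylation lists, both 0.06, lay at the 3.45 and 3.09 percentiles. In exhausted-like cells the TNF-α/NF-κB list had a median of 0.23 (99.6 percentile), with 32 of 39 genes higher. The medians were 0.29 for TGF-β (99.8 percentile), 0.32 for G2/M (98.2), 0.11 for glycolysis (81.4) and 0.10 for fatty-acid metabolism (22.2). The IFN-γ list, at −0.03 (0.245 percentile), and the oxidative phosphorylation list, at −0.06 (0.045 percentile), lay below the random lists. The TNF-α/NF-κB median in effector-like cells moved most among these lists, to −0.47, under the limit of 5000 UMIs per cell, where the G2/M medians also became −0.13 in effector-like and −0.04 in exhausted-like cells. The G2/M median of effector-like cells was −0.04 as well when CD8+ T cells were picked by Cd8a or Cd8b1 without Cd4.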

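By the fixed rule of size, the genes with the highest ratios over all CD8+ T cells included Trav16, from 46 to 788 UMIs, and Ccr2 (GRCm38 chromosome 9, 124101950 to 124113557), from 59.8 to 132 CPM, with a log2 ratio of 1.14 (1.00 to 1.29). Of the 3 lowest, Gzmf fell from 65.0 to 19.8 CPM, with a ratio of −1.71 (−1.95 to −1.48). The other two, Gm10076, from 1856 to 829 CPM, and the histone gene Hist1h2ap, from 1476 to 738 CPM, share sequence with near-identical copies elsewhere in the genome, so their counts are uncertain. After reporting the pathway activities, the paper states that its data indicated more effector CD8+ T cells and a reversed function of exhausted cells with the combination.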

**Figure 4:**
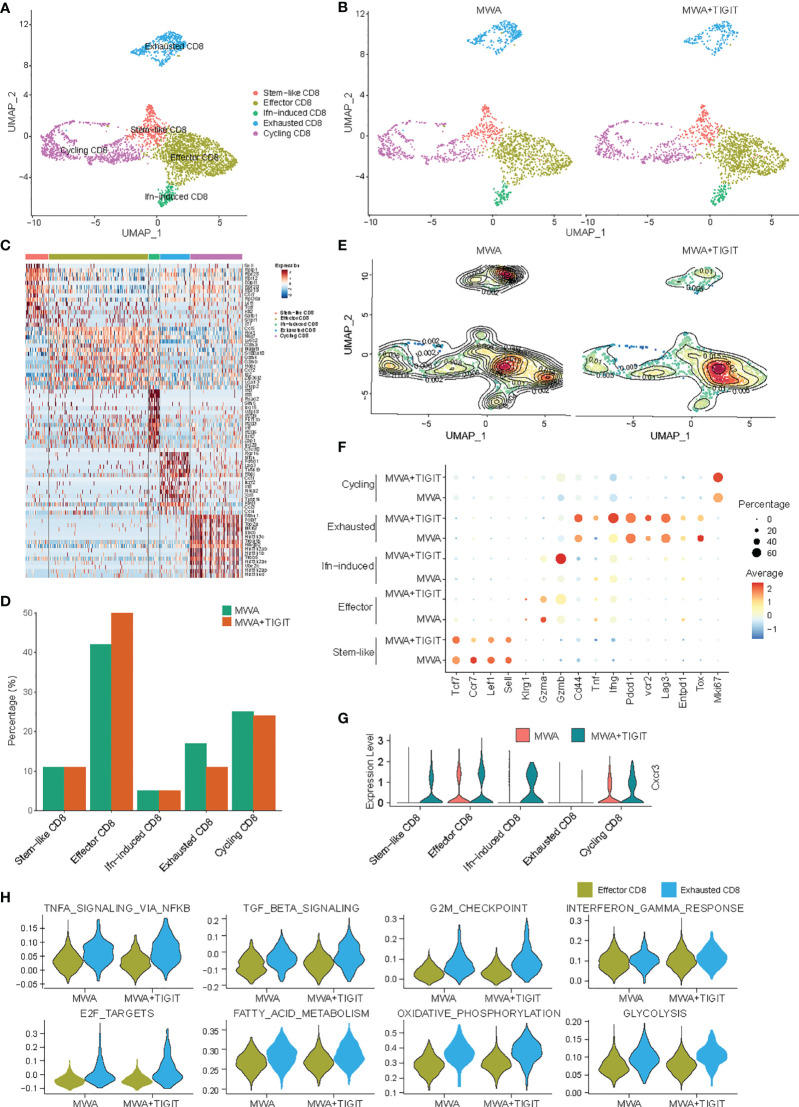
The combination of MWA and anti-TIGIT treatment reverses the exhaustion of CD8^+^ T cells in the TME. MC38 tumor-bearing mouse models were established and treated with MWA or MWA plus anti-TIGIT antibody, and CD45^+^ TILs were then purified using FACS and subjected to scRNA-seq analysis. **(A)** UMAP analysis showed that CD8^+^ TILs were classified into stem-like, interferon-induced, effector, exhausted and cycling subpopulations. **(B)** UMAP analysis of different subpopulations of CD8^+^ TILs in the MWA group or MWA plus TIGIT group. **(C)** Heatmap displaying marker genes expressed in different subpopulations of CD8^+^ TILs. **(D)** Percentages of different subpopulations of CD8^+^ TILs in the MWA group or MWA plus TIGIT group. **(E)** Contour map showing different subpopulations of CD8^+^ TILs in the MWA group or MWA plus TIGIT group. **(F)** Selected DEGs were identified in different sub-populations of CD8^+^ TILs in the two groups. **(G)** Violin plot showing the expression of the chemokine receptor CXCR3 in different subpopulations of CD8^+^ TILs in the MWA group or MWA plus TIGIT group. **(H)** Violin plot showing the selected pathways regulated by effector CD8^+^ T cells and exhausted CD8^+^ T cells in the MWA group or MWA plus TIGIT group.

### The Combination of MWA and Anti-TIGIT Treatment Reshapes Myeloid Cells in the TME

Subsequently, we performed a unified manifold approximation and projection (UMAP) analysis of scRNA-seq data to examine myeloid cell populations. 

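Myeloid cells of the same 2 libraries were clustered apart from the lymphocytes, at a resolution of 0.5. They numbered 4852 of 9202 sorted CD45+ cells in the MWA group (52.7%, 51.7 to 53.8) and 5102 of 9082 in the MWA plus TIGIT group (56.2%, 55.1 to 57.2). The paper's text does not list the markers of TAM1s and TAM2s, so macrophages were split instead into a C1q TAM-like class (C1qa, C1qb, C1qc, Ms4a7, Mrc1) and an Arg1 TAM-like class (Arg1, Spp1, Hmox1, Vegfa, Slc2a1), and all TAM-like cells together, the cycling ones included, are given too. These classes are not the paper's TAM1s and TAM2s. The C1q TAM-like class joined a cluster led by Ccl8, Selenop and Mrc1 with a smaller one led by the interferon-response genes Rsad2, Cxcl10, Ifit3 and Isg15. In the Arg1 TAM-like class 1 of the 2 clusters was led by the heat-shock genes Hspa1b, Hspb1 and Hspa1a. Clusters of 302 cells (6.22%) of the MWA group and 348 (6.82%) of the MWA plus TIGIT group stayed unnamed under thresholds set after the clusters had been seen, most of them in a cluster with a median of 1335 UMIs per cell. The DC-like class joined a cluster led by Ccr7, Fscn1, Ccl22 and Ccl17 with a cluster led by Xcr1 and Clec9a.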

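Of all myeloid cells, C1q TAM-like cells made up 33.0% (31.7 to 34.3) in the MWA group and 31.5% (30.3 to 32.8) in the MWA plus TIGIT group, a difference of −1.44 percentage points (−3.29 to 0.41). Arg1 TAM-like cells made up 29.3% (28.0 to 30.6) and 29.7% (28.5 to 31.0), and cycling TAM-like cells 13.1% (12.2 to 14.1) and 13.4% (12.4 to 14.3). Monocyte-like cells numbered 691 (14.2%, 13.3 to 15.3) and 795 (15.6%, 14.6 to 16.6), a difference of 1.34 points (−0.07 to 2.75). As a share of the named myeloid cells alone, they differed by 1.54 points (0.03 to 3.04), just beyond the counting error. DC-like cells numbered 109 (2.25%, 1.85 to 2.70) and 92 (1.80%, 1.46 to 2.21), a difference of −0.44 points (−1.02 to 0.12). Neutrophil-like cells were fewer in the MWA plus TIGIT group, 59 (1.16%, 0.88 to 1.49) against 91 (1.88%, 1.51 to 2.30), a difference of −0.72 points (−1.22 to −0.23). This difference shrank to −0.18 points (−0.65 to 0.30) without doublet removal and to 0.04 points (−0.27 to 0.34) with a minimum of 500 detected genes per cell. Other classes differed beyond the counting error under some alternatives. With the limit of 5000 UMIs per cell, monocyte-like cells differed by −4.50 points (−6.76 to −2.22). There, Arg1 TAM-like cells differed by −2.19 points (−4.32 to −0.03) and cycling TAM-like cells by 5.39 points (3.99 to 6.85). Without integration, C1q TAM-like cells differed by −3.56 points (−5.32 to −1.80) and Arg1 TAM-like cells by 3.31 points (1.44 to 5.19). Neutrophil-like cells had a median of 1001 UMIs.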

Notably, we did not detect significant differences in the major myeloid cell populations in the TME between the MWA group and the MWA plus TIGIT group (**Figures 5A–C**). We then examined the expressions of chemokines in neutrophils, monocytes, tumor-associated macrophages (TAM)1s, TAM2s, cycling macrophages and dendritic cells (DCs). CXCL9 and CXCL10 are chemokine ligands of CXCR3, which differ from other chemokines due to their ability to restrain tumor growth and enhance antitumor immunity (34, 35). Our data revealed that the production of CXCL9 by TAM1s was higher in the MWA plus TIGIT group. 

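Cxcl9 (GRCm38 chromosome 5, 92321347 to 92328079) rose in C1q TAM-like cells from 7504 UMIs, 527 CPM (515 to 539), in the MWA group to 13596 UMIs, 768 CPM (755 to 781), in the MWA plus TIGIT group, a log2 ratio of 0.54 (0.50 to 0.58). Within that class the ratio was 0.62 (0.57 to 0.67) in the cluster led by Ccl8 and Selenop, at 379 and 582 CPM, and 0.24 (0.18 to 0.31) in the cluster led by interferon-response genes, at 1678 and 1989 CPM. In Arg1 TAM-like cells the ratio was 0.38 (0.28 to 0.48) and in cycling TAM-like cells 0.49 (0.41 to 0.56). Over all TAM-like cells it was 0.49 (0.45 to 0.52), from 331 to 464 CPM, and stayed between 0.36 and 0.55 under the alternatives tried. In cycling TAM-like cells alone it turned to −0.24 (−0.89 to 0.42) under the limit of 5000 UMIs per cell. After thinning to 1000 UMIs, 11.1% (10.1 to 12.2) and 13.4% (12.3 to 14.5) of all TAM-like cells had a Cxcl9 UMI, against 24.5% and 30.1% unthinned. Thinning left out 11 and 4 of these cells. The thinned shares in CD8+ T cells were 0.47% and 1.02%. Cxcl10, the neighboring gene (chromosome 5, 92346638 to 92348889), had a ratio of 0.25 (0.18 to 0.31) in C1q TAM-like cells and, at 3302 and 4878 UMIs, lay at 232 and 275 CPM. Within that class it was 0.16 (0.03 to 0.29) in the Ccl8 cluster and 0.08 (0.003 to 0.15) in the interferon-response cluster. The Arg1 TAM-like clusters had ratios of −0.62 (−1.02 to −0.21) and −0.33 (−0.60 to −0.05). Those of the cycling clusters were 0.72, −0.27 and 0.94. Under the limit of 5000 UMIs per cell the ratio in C1q TAM-like cells was −0.44 (−0.95 to 0.06).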

CCL5 plays a role in the chemoattraction and activation of immune cells, and it enhances tumor infiltration by immune cells (36). Co-expression of CCL5 and CXCL9 is considered as a marker of immunoreactive tumors that are associated with prolonged survival and responsiveness to PD-1 blockade (37). 

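In DC-like cells, Cxcl9 rose from 145 UMIs, 202 CPM (170.3 to 237), in the MWA group to 586 UMIs, 706 CPM (650.3 to 766), in the MWA plus TIGIT group, a log2 ratio of 1.81 (1.54 to 2.08). In each library 10 cells held 93.1% and 93.5% of these UMIs, so that the interval, which treats UMIs as independent, understates the error. The Ccr7 and Xcr1 clusters of DC-like cells had ratios of 1.23 (0.78 to 1.70) and 1.85 (1.52 to 2.20). Ccl5 (GRCm38 chromosome 11, 83525778 to 83530518) went the other way, from 2467 UMIs, 3433 CPM (3299 to 3571), to 1137 UMIs, 1370.5 CPM (1292 to 1453), a log2 ratio of −1.32 (−1.43 to −1.22), with 70.7% and 84.3% of its UMIs in 10 cells, and resampling the cells, a step chosen after this was seen, widens the interval to −2.63 to −0.19. It fell in the Ccr7 cluster, from 2456 to 1082 UMIs, a ratio of −1.22 (−1.33 to −1.12), but rose in the Xcr1 cluster, from 11 to 55 UMIs, a ratio of 1.82 (0.87 to 2.90). Without doublet removal, the ratio of Ccl5 in DC-like cells was 0.38 (0.31 to 0.45) and that of Cxcl9 0.56 (0.38 to 0.74). Ccl5 was more abundant in all CD8+ T cells, at 4745 CPM and 7539 CPM. A Ccl5 UMI was found in 39.4% and 43.5% of DC-like cells, and in 29.9% (21.4 to 39.5) and 22.8% (14.7 to 32.8) after thinning to 1000 UMIs, at median depths of 6073 and 8217 UMIs, against thinned shares of 3.80% (0.79 to 10.7) and 0 of 12 in B-like cells, at 1868 and 4126.5 UMIs.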

In the present study, we found that CCL5 was up-regulated synergistically with CXCL9 in DCs in the MWA plus TIGIT group (**Figure 5D**). CCL2 mediates tumor cell metastasis by binding to CCR2 on tumor cells and induces the expression of matrix metalloproteinase-9 (MMP-9) to increase the invasiveness of tumor cells (38). CCL2 can also shift Th2 cell regulation in the direction of immunosuppression by participating in inducing the differentiation and polarization of T lymphocytes (39). As an effective chemokine of TAMs, CCL2 indirectly promotes the invasion and metastasis of tumor cells through TAM chemotaxis (40). CCL7 binds to CCR2 and has a similar function to that of CCL2 (41). Our data showed that the expressions of CCL2 and CCL7 were decreased after the combination treatment of MWA and TIGIT blockade (**Figure 5D**). This result indicated that the combination therapy could reduce the migration and the recruitment of immunosuppressive cells to the TME.

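Ccl2 and Ccl7 lie next to each other on GRCm38 chromosome 11, from 82035571 to 82037453 and from 82045712 to 82047525. Over all TAM-like cells Ccl2 fell from 962 CPM (951 to 973) in the MWA group to 699 CPM (691 to 707) in the MWA plus TIGIT group, a log2 ratio of −0.46 (−0.48 to −0.44). It was lower in C1q TAM-like cells, with a ratio of −0.57 (−0.60 to −0.54), in Arg1 TAM-like cells (−0.31, −0.36 to −0.26), in cycling TAM-like cells (−0.35, −0.40 to −0.31) and in monocyte-like cells (−0.34, −0.41 to −0.28), and unchanged within the counting error in DC-like cells (0.03, −0.51 to 0.57). Ccl7 fell over all TAM-like cells from 579.8 CPM (572 to 588) to 482 CPM (475 to 488), a ratio of −0.27 (−0.30 to −0.24), and in C1q TAM-like cells the ratio was −0.37 (−0.41 to −0.33). In Arg1 TAM-like cells the ratio of Ccl7, −0.05 (−0.12 to 0.01), lay within the counting error. Ccl7 was higher in monocyte-like cells, with a ratio of 0.25 (0.12 to 0.39), and in DC-like cells, where it rose from 15 to 86 UMIs, most of them in 10 cells. Under the limit of 5000 UMIs per cell the ratio over all TAM-like cells was −0.16 for Ccl2 and turned to 0.070 (−0.11 to 0.24) for Ccl7, that of Ccl2 in Arg1 TAM-like cells turned to 0.20, and that of Ccl7 in monocyte-like cells to −0.37. With at most 5% mitochondrial UMIs the last was −0.28. From the lower CCL2 and CCL7, the paper proposes that the combination therapy could lessen the recruitment of immunosuppressive cells.

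**Figure D2:**
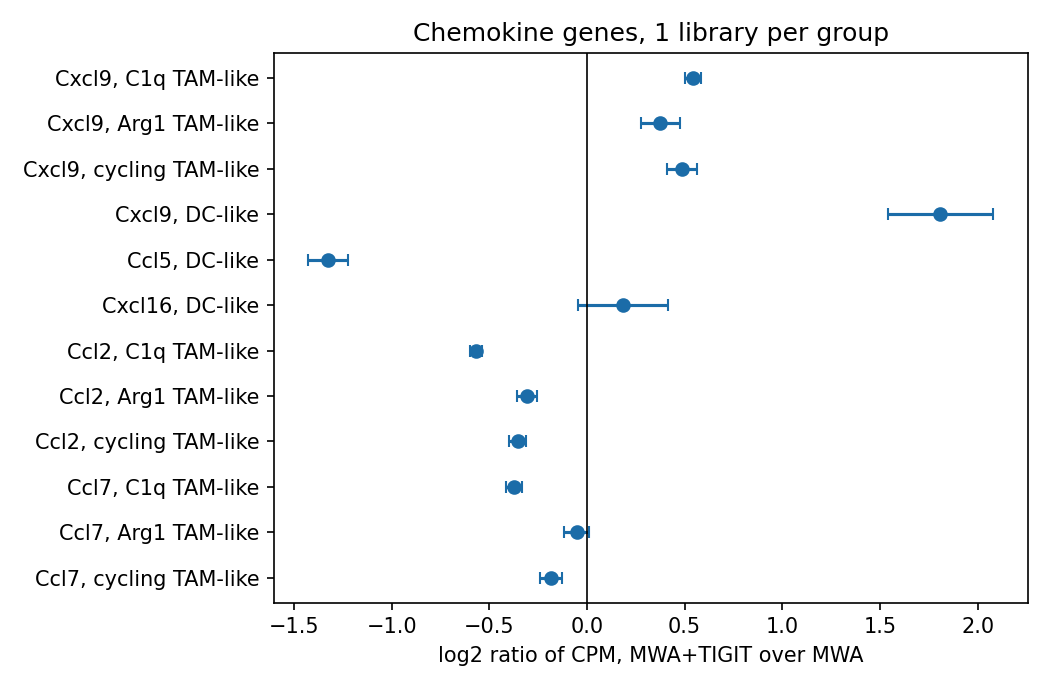
Log2 ratio of the CPM of chemokine genes, MWA plus TIGIT library over MWA library (x axis), in the subpopulation named on each line (y axis), with 95% exact conditional binomial intervals that cover counting error only as error bars and a vertical line at 0. Cxcl9 lies to the right of 0 in all 4 groups of cells, between 0.38 and 1.81, Ccl5 in DC-like cells lies at −1.32, and Ccl2 lies to the left of 0 in the 3 TAM-like classes.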

**Figure 5:**
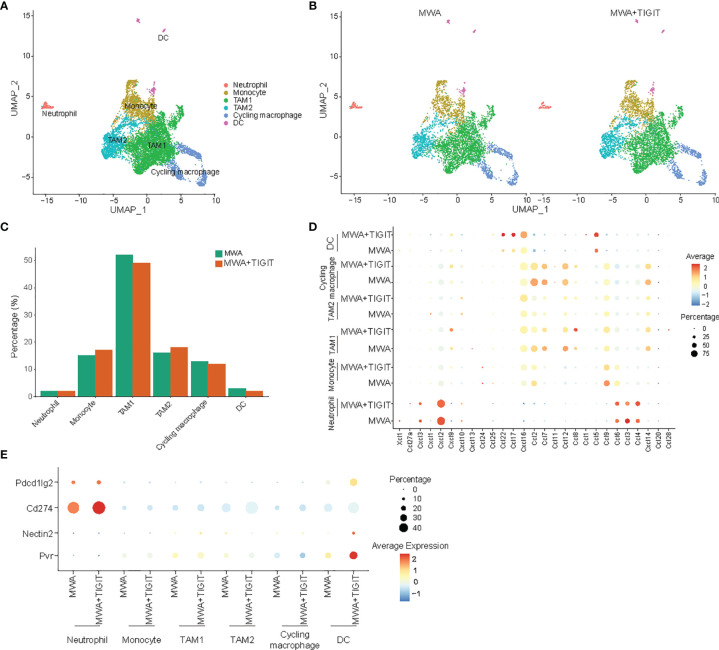
The combination of MWA and anti-TIGIT treatment reshapes myeloid cells in the TME. MC38 tumor-bearing mouse models were established and treated with MWA and MWA plus anti-TIGIT antibodies, and then CD45^+^ TILs were purified using FACS and subjected to scRNA-seq analysis. **(A)** UMAP analysis showed that tumor-infiltrating myeloid cells were classified into neutrophils, monocytes, TAM1s, TAM2s, cycling TAMs, macrophages and DCs. **(B)** UMAP analysis showed the distribution of different subpopulations of myeloid cells in tumors from the MWA group or MWA plus TIGIT group. **(C)** Bar plot showing the percentages of different subpopulations of myeloid cells in MC38 tumors from the MWA group or MWA plus TIGIT group. **(D)** Dot plot showing selected chemokines in different subpopulations of myeloid cells in MC38 tumors from the MWA group or MWA plus TIGIT group. **(E)** Dot plot showing the ligands of TIGIT and PD-1 expressed on myeloid cells in MC38 tumors from the MWA group or MWA plus TIGIT group.

Notably, CXCL16 plays an ambiguous role in cancer. CXCL16 inhibits liver metastasis *via* the recruitment of CXCR6-expressing T cells and invariant NKT (iNKT) cells and improves the survival of cancer patients (42, 43). Additionally, Veinotte et al. have found that CXCL16-positive DCs can enhance iNKT cell-dependent IFN-γ production and tumor control (44). However, the role of CXCL16 in cancer is complex, as transmembrane CXCL16 may promote antitumor responses, whereas soluble CXCL16 may contribute to tumor progression (45). Hojo et al. have found that the expression of CXCL16 by the tumor cells enhances the recruitment of TILs, thereby leading to a better prognosis in CRC (46). 

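Cxcl16 lies on GRCm38 chromosome 11 from 70453983 to 70459984 and encodes a chemokine made both as a membrane protein and in soluble form. In DC-like cells it had 275 UMIs, 383 CPM (339 to 431), in the MWA group and 361 UMIs, 435 CPM (391 to 482), in the MWA plus TIGIT group. The log2 ratio of 0.19 (−0.04 to 0.42) lies within the counting error, and its largest value under the alternatives tried was 0.85 (0.27 to 1.42), with the limit of 5000 UMIs per cell. A Cxcl16 UMI was found in 75.2% and 84.8% of DC-like cells, and in 28.0% (19.8 to 37.5) and 32.6% (23.2 to 43.2) of those thinned to 1000 UMIs, with 2 and 0 cells left out, against thinned shares of 1.40% and 1.07% in CD8+ T cells, at median depths of 6073 and 8217 UMIs in DC-like cells and 4224 and 4075.5 in CD8+ T cells. Over all TAM-like cells the ratio was 0.14 (0.11 to 0.17), from 381 to 419.7 CPM, and it turned to −0.20 with that limit.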

Consistently, we found that CXCL16 was upregulated in DCs in the MWA plus TIGIT group (**Figure 5D**). 

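Of the genes of the TIGIT ligands in DC-like cells, Pvr (GRCm38 chromosome 7, 19903578 to 19921160) rose from 13 UMIs, 18.1 CPM (9.63 to 30.9), in the MWA group to 39 UMIs, 47.0 CPM (33.4 to 64.3), in the MWA plus TIGIT group, a log2 ratio of 1.38 (0.44 to 2.41). The ratio was 0.41 (−0.28 to 1.14) when myeloid cells were clustered at a resolution of 1.0. After thinning to 1000 UMIs a Pvr UMI was found in 0.93% and 4.35% of DC-like cells, against 1.56% and 2.04% of CD8+ T cells, and in 11.9% and 26.1% of DC-like cells before thinning. Nectin2 (chromosome 7, 19716644 to 19750483) had only 3 and 6 UMIs in the 109 and 92 DC-like cells, a ratio of 1.73 (log2 interval −1.43 to 3.42), so a difference was not detectable at this depth. Nectin3 (chromosome 16, 46387706 to 46498525) had 0 UMIs in DC-like cells of both groups. In all TAM-like cells, Pvr was at 20.5 and 18.3 CPM, a log2 ratio of −0.16 (−0.31 to −0.01), and Nectin2 at 4.24 and 4.15 CPM.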

TIGIT has multiple ligands, namely, CD155 (PVR), CD112 (nectin-2), and CD113 (nectin-3) and our study revealed that PVR and nectin-2 were upregulated on DCs of the MWA plus TIGIT group. Additionally, PD-L1 (CD274), and PD-L2 (Pdcd1lg2) were upregulated in the MWA plus TIGIT group (**Figure 5E**). These data indicated that the TIGIT/PVR or TIGIT/nectin-2 axis, in addition to the PD-L1/PD-1 axis, was involved in the reduced efficacy of MWA.

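Cd274, the gene of PD-L1 (GRCm38 chromosome 19, 29367455 to 29388095), rose over all TAM-like cells from 984 UMIs, 29.8 CPM (28.0 to 31.8), to 1693 UMIs, 39.9 CPM (38.0 to 41.9), a log2 ratio of 0.42 (0.31 to 0.54). Under the limit of 5000 UMIs per cell that ratio was 0.27 (−0.19 to 0.72), and in C1q TAM-like cells it was −1.63 (−3.07 to −0.38). The highest level of Cd274 was in neutrophil-like cells, at 861 CPM (683 to 1071) and 1220.1 CPM (991 to 1487). The ratio there was 0.50 (0.06 to 0.95) from 80 and 98 UMIs. It turned to −0.36 (−0.95 to 0.22) with doublets simulated as rounded averages. In DC-like cells the ratio of 0.38 (−0.22 to 0.99) lay within the counting error, as did that in monocyte-like cells, 0.03 (−0.35 to 0.42). Pdcd1lg2, the neighboring gene of PD-L2 (chromosome 19, 29410919 to 29471161), was scarce, with 50 UMIs, 1.52 CPM (1.12 to 2.00), and 110 UMIs, 2.59 CPM (2.13 to 3.13), in all TAM-like cells, a ratio of 0.77 (0.28 to 1.29). In DC-like cells it had 12 and 26 UMIs, a ratio of 0.91 (−0.13 to 2.03). Thinned to 1000 UMIs, 3.23% (2.68 to 3.86) and 4.00% (3.40 to 4.67) of all TAM-like cells had a Cd274 UMI, against 18.3% and 25.7% before thinning, and in thinned B-like cells the share was 2.53% (0.31 to 8.85) in the MWA group and 0 of 12 in the MWA plus TIGIT group. From the ligands of TIGIT and PD-1, the paper states that its data indicated a part of these axes in the reduced efficacy of MWA.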

### The Combination of MWA and Anti-TIGIT Treatment Alters the Cell-Cell Communication Across All Immune Subsets

To fully analyze differences in the communication among immune cell populations between the MWA group and the MWA plus TIGIT group, we applied the CellChat package, which combines social network analysis, pattern recognition and multiple learning methods to quantitatively describe and compare the inferred intercellular communication networks (47). 

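CellChat was not run. A score of its kind was computed from 49 ligand-receptor pairs in 17 pathways written down before the counts were seen, 14 of them CCL pairs and 7 CXCL pairs. For each pair and each direction between 2 groups of cells, the trimean of the normalized expression of the ligand in the sending cells was multiplied by that of the receptor in the receiving cells and passed through a Hill function with half-saturation at 0.5, and the scores of all pairs were summed. The trimean, an average of the quartiles, is 0 where the upper quartile is 0, so scores depend on depth, and the MWA plus TIGIT library was the deeper one. Myeloid cells were the neutrophil-like, monocyte-like, C1q TAM-like, Arg1 TAM-like, cycling TAM-like and DC-like cells, and T cells were the CD8+, CD4+ and regulatory T cells. The scores have no unit, and no interval was computed for them.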

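Summed over the 36 directions between myeloid groups, the score was 232 in the MWA group and 261 in the MWA plus TIGIT group, higher in 31 of the 36 directions. The 5 lower directions all led to neutrophil-like cells. With plain means in place of trimeans the sums were 415 and 427, with 27 directions higher and 9 lower, and with the limit of 5000 UMIs per cell the difference turned to −19.9. Between CD8+, CD4+ and regulatory T cells the summed score rose from 15.4 to 20.8 and was higher in 9 of 9 directions, with plain means as well, which gave 46.2 and 49.9. From myeloid cells to T cells it rose from 50.7 to 71.4, and with plain means from 138 to 151.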

In the MWA plus TIGIT group, the interaction between myeloid cells was significantly weakened, and the interaction between T cells, including CD4, CD8, and Treg cells, was significantly enhanced (**Figures 6A, B**), indicating that the changes induced by the addition of anti-TIGIT treatment to MWA might be related to the anti-TIGIT-mediated blockade of the inhibitory signal on the T cells. We further analyzed the differences in receptor signaling pathways among immune cell populations between the MWA group and the MWA plus TIGIT group. We found that the CCL and CXCL signals in CD8^+^ T cells were significantly increased in the MWA plus TIGIT group compared with the MWA group (**Figures 6C, D**).

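The summed score of CCL pairs with CD8+ T cells as receivers rose from 0 in the MWA group to 7.22 in the MWA plus TIGIT group. With plain means the score rose from 12.5 to 17.8. Among the pairs with Ccr2, whose trimean in CD8+ T cells was 0 in the MWA group, that with Ccl2 reached 1.74. The CXCL score rose from 2.39 to 3.87, most of it from Cxcl16 with Cxcr6, from 2.39 to 3.55, and with plain means from 5.69 to 7.06. The pairs of Cxcl9 and Cxcl10 with Cxcr3 rose from 0 to 0.26 and 0.06. From the communication analysis, the paper proposes that the changes after adding anti-TIGIT treatment might relate to the blockade of the inhibitory signal on T cells.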

**Figure 6:**
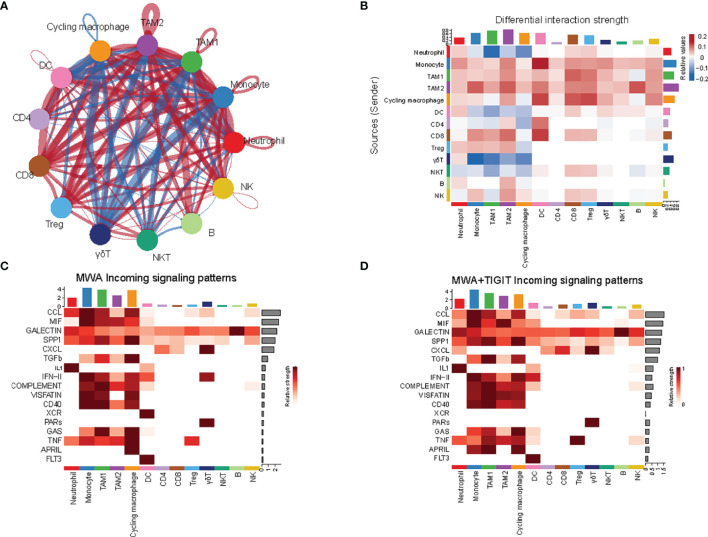
The combination of MWA and anti-TIGIT treatment alters the cell-cell communication across all immune subsets. **(A, B)** The cell-cell communication among immune cell populations between the MWA group and MWA plus TIGIT group. Blue represents a strong interaction among the immune cell populations of the MWA group, and red represents a strong interaction among the immune cell populations of the MWA plus TIGIT group. **(A)** Ring diagram. **(B)** Heatmap. **(C, D)** Heatmap showing the differences in receptor signaling pathways among immune cell populations between the MWA group and the MWA plus TIGIT group. **(C)** Receptor signaling pathways among immune cell populations in the MWA group. **(D)** Receptor signaling pathways among immune cell populations in the MWA plus TIGIT group.

## Discussion

Combination immunotherapy based on ICIs has achieved significant success in the treatment of many types of cancers (48, 49). According to combination immunotherapy, ablation in combination with immunotherapy has shown efficacy in some preclinical and clinical studies. Shi et al. have previously reported that RFA induces T cell-mediated immune responses in distant tumors (10). However, RFA does not always induce prolonged immune responses in the later stages, while the PD-1/PD-L1 axis plays an important role in the suppression of RFA responses, and the combination of PD-1 blockade and RFA alters the immunosuppression (10). In addition, RFA does not prevent tumor recurrence in some patients, suggesting the existence of other mechanisms underlying immune suppression. In the present study, we found that the expression of TIGIT was up-regulated after MWA, indicating that the expression of TIGIT, which was up-regulated as an immunosuppressive signal after MWA, was an important implication for the combination therapy. TIGIT, an immune inhibitory receptor, is co-expressed with PD-1. Therefore, TIGIT may participate in the immunosuppressive effect of MWA. Furthermore, we found that the combination of MWA and anti-TIGIT treatment prolonged the survival of mice with MC38 colon cancer and inhibited tumor growth. We also found that the MWA increased the infiltration of CD4^+^ T, CD8^+^ T, and CD45^+^ T cells in the TME, and the MWA plus anti-TIGIT treatment further increased the infiltration of these cells.

Strategies to reactivate exhausted antitumor responses using PD-1/PD-L1 or CTLA-4 blockade have been demonstrated effective in the clinic (50). However, not all the patients benefit from immunotherapy (51). These results indicate that multiple immune checkpoints are involved in immunosuppression. TIGIT blockade is a promising immunotherapy for cancer when combined with PD-1/PD-L1 blockade, while it does not significantly inhibit tumor growth when administrated alone (52). In the present study, we found that the anti-TIGIT treatment alone exerted limited effects on tumor growth and mouse survival in the mouse model with MC38. Notably, many ongoing clinical trials are attempting to assess the application of TIGIT blockade or TIGIT blockade in combination with anti-PD-1/PD-L1, anti-CTLA-4 or anti-LAG-3 antibodies in the treatments for many cancers (53). A rational combination of treatments that can induce antitumor immune responses and anti-TIGIT combination therapy should substantially increase the good responses of patients. Local therapies, such as RFA and MWA, may induce an immune response. Therefore, we combined MWA and TIGIT blockade and found that the combination therapy resulted in significantly reduced tumor growth and extended long-term survival. Furthermore, the combination treatment significantly improved the function of TILs, reversed the exhaustion of CD8^+^ T cells, and increased the frequency of effector CD8^+^ T cells in the TME. Moreover, our findings revealed that pathways associated with TNF-α, TGF-β, oxidative phosphorylation, and glycolysis responses were relatively up-regulated in the effector CD8^+^ T cells in the MWA plus TIGIT group, whereas NF-κB-mediated TNF-α signaling, TGF-β signaling, the G2/M checkpoint, IFN-γ, fatty-acid metabolism, oxidative phosphorylation, and glycolysis pathways were upregulated in the exhausted CD8^+^ T cells in the MWA plus TIGIT group. Consistent with our findings, a recent study has demonstrated that the combination of TIGIT blockade and anti-PD-Ll treatment synergistically enhances the function of CD8^+^ T cells (23). Moreover, ICIs, including anti-CTLA-4 and anti-PD-1/PD-L1 antibodies, have successfully reinvigorated TILs and benefited a large number of cancer patients (54). Therefore, enhancing the frequencies and function of effector CD8^+^ T cells and reversing the function of the exhausted CD8^+^ T cells are important in enhancing anti-tumor immunity.

Myeloid cells are important components of the TME and consist of various cellular subtypes. Myeloid cells are operationally divided into mononuclear and polymorphonuclear cells. The former cells include macrophages and DCs, and the latter cells include neutrophils, eosinophils, mast cells and basophils (55). The tumor recruits and modulates endogenous myeloid cells to TAMs, DCs, myeloid-derived suppressor cells (MDSCs) and neutrophils (TANs) to sustain an immunosuppressive environment (56). Based on the scRNA-seq results, by analyzing the myeloid cell population, we found that the percentages of neutrophils, monocytes, TAM1s, TAM2s, cycling macrophages and DCs were similar between the MWA group and MWA plus TIGIT group. Then we further examined the expressions of chemokines of myeloid cells. Our data revealed that the addition of TIGIT blockade to MWA upregulated the expressions of CXCL9 and CXCL10 in TAMs and the expression of their receptor CXCR3 in T cells, which might restrain tumor growth and enhance antitumor immunity. It is well known that CXCR3 is a chemokine receptor expressed on CD4^+^ T, CD8^+^ T, and NK cells, and it has three ligands, namely, CXCL9, CXCL10, and CXCL11 (57). CXCR3-CXCL9/CXCL10 chemokine axis is known for its tumor-inhibiting properties. Furthermore, our study also found that CCL5 was up-regulated synergistically with CXCL9 in DCs in the MWA plus TIGIT group in our study. Consistent with our conclusions, Chow et al. have found that the CXCR3-CXCL9 chemokine axis plays a more local role in promoting interactions between antitumor T cells and DCs present within the tumor during PD-1 therapy (58). A similar role for the CCL5/CXCL9 chemokine axis has been previously observed in a preclinical mouse model administered PD-1-based therapy (37). The chemokines CCL2 and CCL7, which are known as ligands of CCR2, promote the invasion and metastasis of tumor cells and induce immunosuppression (59). Based on our data, the expression of CCL2 and CCL7 levels were decreased after the combination treatment of MWA and TIGIT blockade. Consistent with our results, our previous study has found that the incomplete RFA is involved in rapid tumor progression and hinders PD-1 blockade immunotherapy due to the production of CCL2 by cancer cells (11). CXCL16-positive DCs enhance iNKT cell-dependent IFN-γ production and inhibit tumor growth (44). We detected higher percentages of CXCL16^+^ DCs in the MWA plus TIGIT group compared with the MWA group, indicating that the combination of TIGIT blockade and MWA induced immunoreactivity and enhanced tumor control.

In summary, the expression of TIGIT was increased after MWA, and the addition of anti-TIGIT therapy to MWA synergistically inhibited the growth of the tumor, increased the number of effector CD8^+^ T cells, and reversed the function of exhausted CD8^+^ T cells. Besides, the addition of anti-TIGIT therapy to MWA reshaped the myeloid cells by up-regulating CXCL9, CCL5 and CXCL16, and down-regulating CCL2 and CCL7, which reduced immunosuppression in the TME. Furthermore, the addition of anti-TIGIT therapy to MWA weakened the interaction between myeloid cells and significantly enhanced the interaction between T cells, indicating that the combination of anti-TIGIT treatment and MWA inhibited the inhibitory signals on the T cells in a synergistic manner. Collectively, the combination of TIGIT blockade and MWA could be used in the clinical practice to reprogram the TME toward an antitumor environment.

## Materials and Methods

### Cell Lines and Mice

The mouse colon cancer cell line MC38 was obtained from the Chinese Academy of Sciences, Shanghai Institutes for Biological Sciences. MC38 cells were maintained in DMEM (Gibco, Thermo Fisher Scientific, USA) supplemented with 10% (v/v) fetal bovine serum (FBS, Gibco, Thermo Fisher Scientific, USA), 100 U/mL penicillin, and 100 μg/mL streptomycin. Male C57BL/6 mice (6-8 weeks old) were purchased from and housed in a the specific-pathogen-free (SPF) facility at Cavens Laboratory Animals (Changzhou, China). All animal experiments were conducted according to protocols approved by the Ethics Committee of the Third Affiliated Hospital of Soochow University.

### Animal Models and *In Vivo* Treatment

MC38 (3×10^6^) cells were subcutaneously inoculated into the bilateral flanks of C57BL/6 mice. MWA was only carried out on the tumor on the right flank when the tumor volume reached approximately 300 mm^3^. MWA was conducted using an ablation electrode percutaneously inserted in the center of the tumor. The treatments were performed for 2 to 4 minutes at 70°C and 8 W. TIGIT blockade was administered intraperitoneally four times every 3 days starting 1 day after MWA. An anti-TIGIT mAb (Clone 1G9, BioXcell, USA) was administered at a dose of 200 μg per mouse per injection. For the depletion of CD8^+^ T cells, the mice were administrated 250 μg anti-CD8 antibodies (Clone 2.43, BioXcell, USA), starting from 1 day before MWA and subsequently every 3 days after MWA, and the mice belonging to the control group were administered control IgG. The diameters of the tumors on the left flank were measured every 2 days and the tumor volume was calculated using the formula as follows: V=Length x Width^2^/2.

### Flow Cytometry

Tumors were collected from the mice, minced into pieces smaller than 1 mm^3^, and digested with Liberase TL (REF 05401020001, Roche) and DNase I (REF 10104159001, Roche) at 37°C for 30 min. Subsequently, a serum-containing culture medium was added to terminate the digestion, and the pieces were ground and filtered through a 200-μm strainer to obtain a single-cell suspension. Anti-mouse antibodies were used to stain cells including antibodies against CD45 (Clone 30-F11), Ghost (Cell Signaling Technology), CD3 (Clone 17A2), CD4 (Clone GK1.5), CD8 (Clone 53-6.7), NK1.1 (Clone PK136), FOXP3 (Clone MF-14), and TIGIT (Clone IG9). For the measurement of intracellular cytokine levels, the cells were stimulated with PMA (50 ng/mL, Sigma-Aldrich), ionomycin (1 μg/mL, Sigma-Aldrich), and monensin (GolgiStop, BD Biosciences) at 37°C for 4 hours. After stimulation, the cells were stained with antibodies against surface markers, fixed, and permeabilized according to the manufacturer’s instructions provided by the Invitrogen Fixing/Permeabilization Solution kit. The fixed cells were stained using antibodies against IFN-γ (Clone XMG1.2), TNF-α (Clone MP6-XT22), and GZMB (Clone GB11). Data were acquired using a BD FACS Aria II flow cytometer and were analyzed using FlowJo software.

### ScRNA-Seq

Single-cell suspensions of the tumors were prepared as using the method described above. The cells were enriched using the CD45(TIL) Microbead Mouse Kit (Cat. No.: 130-110-618, Miltenyi Biotec, Lerden, the Netherlands) according to the magnetic-activated cell sorting (MACS) protocol and stained with the antibodies, Ghost Dye™ Violet 510 Viability Dye (Cell Signaling Technology) and Percp-Cy5.5-CD45 (Clone 30-F11) for FACS sorting. Approximately 1×10^5^ CD45^+^ cells/sample were sorted using a BD Aria II instrument. Based on the FACS analysis, single cells were sorted into flow tubes, and the cell viability was tested by determining the AOPI to ensure sufficient cell quality. Then, the cell suspension, which contained 300-600 living cells per microliter, as determined using CountStar, was loaded onto the chromium single-cell controller (10x Genomics) to generate single-cell gel beads in the emulsion according to the manufacturer’s instructions. Single-cell transcriptome amplification was performed with an S1000™ Touch Thermal Cycler (Bio-Rad) at 53°C for 45 min, followed by incubation at 85°C for 5 min, and holding at 4°C. The cDNA templates were generated and then amplified, and the quality was assessed using an Agilent 4200 instrument (performed by CapitalBio Technology, Beijing).

### ScRNA-Seq Data Processing

The newly generated scRNA-seq data obtained from 10X Genomics were aligned to the mm10 mouse reference genome and quantified using the Cell Ranger Single-Cell Software Suite. The preliminarily filtered data generated by Cell Ranger were used for a Seurat object created by the R package Seurat (version 3.2.3). Doublets were removed with the DoubletFinder package. Further quality control was applied to cells based on three metrics in a stepwise manner, including the total UMI count, the number of detected genes, and the proportion of mitochondrial gene count per cell. Specifically, cells with more than 5,000 UMI counts and 10% mitochondrial gene counts were filtered out.

### Integration of Multiple scRNA-Seq Data, Dimension Reduction and Unsupervised Clustering

Single-cell data were processed for dimension reduction and unsupervised clustering analysis by following the workflow in Seurat. Briefly, 2,000 highly variable genes were selected for downstream analysis by using the Find Variable Features function with the parameter “n features = 2000.” Subsequently, the Integrated Data function was used to integrate the data and create a new matrix with 3,000 features, in which the potential batch effect was regressed out. Principal component analysis (PCA) was performed on an integrated data matrix to reduce the dimensionality of the scRNA-seq dataset. Using the Elbow plot function of Seurat, the top 40 PCs were subjected to the downstream analysis. The main cell clusters were identified using the Find Clusters function in Seurat, with the resolution set as 0.1. Subsequently, the clusters were visualized by constructing 2D tSNE or UMAP plots. Conventional markers described in a previous study were used to categorize each cell into a known biological cell type.

### Differential Gene Expression Analysis

The EdgeR package (version 3.28.1) was used to select DEGs between different clusters. The raw data obtained from the Seurat object were normalized using TMM (trimmed mean of M-values) with the calcNormFactors function, and the dispersion of gene expression values was estimated using the estimateDisp function. The DEGs were selected using the Seurat package DotPlot function for visualization.

### Statistical Analysis

Statistical analyses were performed using Prism (GraphPad) V.8 software, and the data were presented as mean ± SEM. The two-tailed unpaired Student’s *t*-test was used to compare two groups and the ANOVA test was used for multiple comparisons. The survival of the mice was analyzed using the Kaplan-Meier method and calculated using the log-rank test. Significance levels were defined as ns (not significant, *P*>0.05), * *P*<0.05, ** *P*<0.01, *** *P*<0.001, and **** *P*<0.0001.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database with accession number is GSE194209.

## Ethics Statement

The animal study was reviewed and approved by The Ethics Committee of the Third Affiliated Hospital of Soochow University.

## Author Contributions

LC, CW and XZ conceived the project and supervised the research. HH and YC performed the bioinformatics, computational analysis, and biological interpretation of data. YC, HH and LC performed the statistical analysis. YC and HH performed the statistical analysis. YC, WX, and RC performed the tumor models and animal experiments. YC, YL, and YTL carried out the flow cytometry analysis and flow sorting experiments. YC and YZ carried out the cell culture. CW, LC, XZ, and YC prepared the manuscript. All authors have read the article and approved the final version of this manuscript.

## Funding

Funding was supported by the National Key R&D Plan (2018YFC1313400), the National Natural Science Foundation of China (82172689, 81902386, 81972869), the Natural Science Foundation of Jiangsu Province (BK20211065), China Postdoctoral Science Foundation (2021M700543, 2021M700547), High-Level Talents Project of Jiangsu Commission of Health (LGY2020034), the Applied Basic Research Foundation of Changzhou (CJ20190094) and Changzhou International Cooperation Project (CZ20210035).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

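CD45+ cells sorted by FACS from the left flank MC38 tumor, which was not ablated itself, were measured by droplet single-cell RNA sequencing in 1 library of the MWA group and 1 library of the MWA plus TIGIT group, and the conditions were taken from the sample labels. The authors sequenced 3′ libraries and deposited the UMI count of each of 32285 genes in each cell barcode, made with Cell Ranger on the mouse build GRCm38, with no normalization or filtering of cells beyond the barcode calling. The authors' cell annotation was not used here, so every cluster and name was rebuilt. Coordinates of genes were read from the GENCODE annotation of the same build.

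For each library, barcodes with at least 200 detected genes and at most 10% mitochondrial UMIs were kept, which left out 179 and 276 barcodes by the mitochondrial limit and 2 and 12 by the number of genes. The paper's sentence on 5000 UMIs and 10% mitochondrial UMIs can also be read as a joint limit, and was read here as each limit on its own. A rule set before the counts were seen left the limit of 5000 UMIs out of the main setting if it removed over 50% of the barcodes, and it became an alternative. DoubletFinder, which the authors used, was not run. Doublets were called by a script of the same principle. It adds simulated doublets, made as the sum of 2 barcodes, to a share of 0.25, and scores each barcode by the share of simulated doublets among its neighbors on 20 principal components. The barcodes with the highest scores are then removed, 0.8% per 1000 barcodes. In a first version the simulated doublets were averages of 2 barcodes rounded to whole UMIs. It was replaced after results under it had been seen, since rounding drops single UMIs, and it is given as an alternative. Called barcodes had medians of 10835 and 13011 UMIs, against 5205.5 and 6151 in the others. The first version had called barcodes with medians of 8511 and 8585 UMIs, and 339 and 383 barcodes were called by both versions. Tested on simulated data, the caller found 87.0% and 84.4% of added doublets, and the first version 50.1% and 59.2%. The added doublets were sums of a T or NK cell and a myeloid cell. Since the caller makes its own simulated doublets as sums too, this test favors it over the first version. Doublets within a lineage were not tested. The kept cells held 56252031 and 67566122 UMIs, with medians of 5308 and 6387.5 UMIs per cell.

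Kept cells were normalized, integrated over 3000 features and clustered with Seurat 5.3.0 in R 4.3.3, with 2000 variable features, 40 principal components and a resolution of 0.1 for all cells. T and NK cells were clustered again at a resolution of 1, and CD8+ T cells and myeloid cells each at 0.5. The genes the paper names in its results were left out of the variable features. The marker lists were fixed before the counts were seen. A cluster was named as cycling where its cycling markers summed to at least 400 CPM, and otherwise by the list with most markers among its 10 leading genes, with ties settled by the highest score. So a cluster of 1565 cells was named Arg1 TAM-like, with Arg1 among its leading genes, though the C1q list had the higher score. Pdcd1, Havcr2, Lag3, Tigit, Entpd1 and Tox were left out of the list for exhausted-like cells. A cluster stayed unnamed where its 10 leading genes held more markers of another class, where its median UMIs lay far under the library's, or where no score was above 0. These naming rules, and the factor of 1.5 in macrophage markers above which a T cell cluster was left out, were set after the first clustering had been seen.

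UMIs of each class were summed per library with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and given as CPM, as a ratio or as its log2. With 1 library per group no test between the groups was run, and no replicate or pairing exists. Shares have exact binomial 95% intervals, and differences of shares combine them. Summed UMIs have exact Poisson intervals and their ratios exact conditional binomial intervals. For Ccl5 in DC-like cells an interval from 10000 resamplings of the cells was added after the data had been seen. The other intervals cover counting error only, and none covers the variation between mice, sorting or libraries. A count of 0 was set against a floor of 3 counts. For shares of cells with a UMI, cells were thinned to 1000 UMIs and smaller cells left out. Tested on simulated data, the intervals of ratios held the true value for 96.1% of genes in effector-like cells, 96.4% in exhausted-like cells, 95.6% in all TAM-like cells and 96.0% in DC-like cells. They lay on the true side of 0 for 81.0%, 78.5%, 94.4% and 73.8% of genes with a simulated change of 1 on the log2 scale. The simulated counts followed the counting model that the intervals assume, with no spread between cells. Such a check cannot show how the intervals hold for genes carried by few cells, such as Ccl5 and Cxcl9 in DC-like cells. TMM factors of edgeR 4.0.16, an alternative to library totals, moved all log2 ratios by −0.16 in exhausted-like, −0.14 in cycling-like, −0.11 in effector-like and in interferon-induced-like cells, −0.13 in DC-like and 0.12 in neutrophil-like cells.

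Genes reported are those the paper names in its single-cell results and, in all CD8+ T cells and all TAM-like cells, the 3 with the highest and the 3 with the lowest ratio among genes with at least 50 CPM in a library and 20 UMIs in all, mitochondrial and ribosomal protein genes excluded. Some items are not reported here. The figures of the paper had been looked at before this rule was written. Leading genes of clusters, Trav16 and its copies, Igkc and the genes of the marker lists were named after their values had been seen. Lists of 7 pathways were compared with 10000 random lists of equal size drawn within 20 bins of expression. Marker lists of mast cells, fibroblasts and plasma cells and a list of markers and leading genes of the exhausted-like cluster were used in single tests. The ligand-receptor score was computed with trimeans and a Hill constant of 0.5, with plain means as an alternative. The other alternatives were no doublet removal, a limit of 5% mitochondrial UMIs, at least 500 genes per cell, no integration, the reported genes kept among the features, resolutions of 0.3 and 1, CD8+ T cells picked by Cd8a, Cd8b1 and Cd4, and means of CPM per cell. After the data had been seen, clustering without T cell receptor segment genes and without the leading genes of the effector-like and exhausted-like clusters was added. The flow cytometry, tumor growth and other experiments of the paper were not analyzed here.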

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

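The tests of free mast cell RNA, of damaged cells and of 1 clone as the whole cause were chosen only after the result was seen.

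Trav16, a T cell receptor segment gene that the paper does not discuss, had a log2 ratio of 4.01 (3.58 to 4.47) in all CD8+ T cells, from 46 to 788 UMIs, above the limit that the counting error allows. A Trav16 UMI was found in 29 of 1943 CD8+ T cells of the MWA group (1.49%, 1.00 to 2.14) and in 447 of 2086 of the MWA plus TIGIT group (21.4%, 19.7 to 23.3). The share in the MWA plus TIGIT group was 27.8% of effector-like and 24.8% of cycling-like cells, but 2.39% of exhausted-like and 0.131% of TAM-like cells, so free RNA at a like level in all cell types is not seen. The near-identical copy Trav16n went from 216 to 83 UMIs and Trav16d-dv11 from 23 to 20, and how reads are shared among the copies is uncertain. A candidate explanation is an expanded clone of T cells. A clone has 1 β chain, so its cells should share a Trbv gene. Of the 55 CD8+ T cells of the MWA plus TIGIT group with Trav16 and a Trbv UMI, 22 had Trbv5 as the leading Trbv gene (40.0%, 27.0 to 54.1), against 3.23% of 310 cells without Trav16. Trbv19 led in 25.5% of the cells with Trav16 and 11.3% of those without, and Trbv12-2 in 12.7% and 7.74%. A single clone as the whole cause was argued against: even if a clone held 2 rearranged Trbv genes, other Trbv genes led in 34.5% (22.2 to 48.6) of the cells with Trav16, where Trav16 cells outside the clone and free RNA allow 8.08%. A clone as part of the rise, several clones and a mouse with a skewed repertoire cannot be told apart, since only 55 cells hold both chains and the number of mice is not given in the sources used here.

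A myeloid cluster that fits no named class and that the paper does not describe held 310 kept cells of the MWA plus TIGIT group (3.41%, 3.05 to 3.81) and 253 of the MWA group (2.75%). Its leading genes included Mcpt2, Col3a1, Dcn and Fstl1, but also Gm26917, Gm42418, Lars2 and the mitochondrial genes mt-Atp8, mt-Nd4l and mt-Co2. Its cells had medians of 1433 UMIs in the MWA group and 1171 in the MWA plus TIGIT group. From the MWA group to the MWA plus TIGIT group the summed CPM of the mast cell list rose in this cluster from 4.18 to 376 and that of the fibroblast list from 102 to 453, while that of the plasma cell list was 242 and 180. In the other kept cells the mast cell list fell, from 23.4 to 6.14 CPM. Its rise was thus confined to the cluster and does not show more mast cell RNA in the library. Free mast cell RNA in the suspension was argued against: 1.94% of the cluster's cells in the MWA plus TIGIT group held a UMI of the mast cell list, where an even spread of these UMIs gives 40.4%. All 217 of these UMIs lay in 6 cells, and all 132 of Mcpt2 in 3 cells. The median mitochondrial share of the cluster was 4.64% and 3.68%, against 0.749% and 0.796% in the other kept cells, a ratio of at least 4.62 in each library. Since mitochondrial genes were among the cluster's own leading genes, this share is not an independent test of damage. Damaged cells with few UMIs left, with a few mast cells and fibroblasts among them, stay an open explanation.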

How the results depend on the processing

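Chosen only after the result was seen were the alternatives with rounded simulated doublets, without T cell receptor segment genes and without the leading genes of the effector-like and exhausted-like clusters. The other alternatives were set before the data were examined. No paired analysis was possible because each group has 1 library. Where a value below moved or changed direction, the cause was not tested, except that numbers of cells follow from the limits themselves and TMM factors move all genes of a class alike.

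Of 984 values of 81 log2 ratios of genes under the alternatives, 839 lay within the interval of the main value, 129 moved outside it, and 16 changed direction where the main interval leaves out 0. For the 14 list medians, 155 of 168 values lay within the spread of the random lists around the main median, and 4 changed direction where the main median lay farther than this from 0. The 5 differences of CD8+ T cell shares had 49 of 60 values within the main interval, and the 6 of myeloid shares 46 of 54, with 1 reversal of a difference beyond the counting error. Scores have no interval, and 1 of 52 score differences changed direction. Under the alternatives of the processing, the effector-like difference was 4.10 to 14.7 points and the exhausted-like difference −7.26 to −5.26 points. Both were smaller among CD8+ T cells without a Trav16 UMI, a test outside these alternatives, at 2.18 points (−1.11 to 5.47), an interval that includes 0, and −3.23 points (−5.54 to −0.89). In the setting with 14.7 points the effector-like class held other cells, 22.3% of named CD8+ T cells of the MWA group against 41.0% in the main setting. Over the alternatives tried for each, the log2 ratio was 0.54 to 0.76 for Cxcr3 in all CD8+ T cells, 0.36 to 0.55 for Cxcl9 and −0.49 to −0.16 for Ccl2 in all TAM-like cells, and 0.41 to 1.52 for Pvr in DC-like cells. Depth limits the sparse genes, such as Nectin2, Nectin3 and Tigit, for which no difference could be seen.

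With the limit of 5000 UMIs, 4331 and 3660 cells were kept. The differences of shares were −23.1 for stem-like cells, 13.7 for effector-like cells, 16.1 for interferon-induced-like cells, −4.50 for monocyte-like cells, −2.19 for Arg1 TAM-like cells and 5.39 for cycling TAM-like cells (points). The log2 ratios were Cd44 (0.89 in exhausted-like cells, −0.43 in effector-like cells), Tnf (2.31 in exhausted-like cells), Ifng (0.26 in exhausted-like cells, −0.14 in effector-like cells), Gzmb (0.10 in effector-like cells), Cxcr3 (0.26 in stem-like cells, 0.94 in effector-like cells, 1.56 in cycling-like cells), Cxcl9 (0.27 in C1q TAM-like cells, −0.24 in cycling TAM-like cells, 0.40 in all TAM-like cells, 0.69 in DC-like cells, −0.21 in monocyte-like cells), Ccl5 (−1.03 in DC-like cells), Cxcl16 (0.85 in DC-like cells, −0.20 in all TAM-like cells), Ccl2 (−0.16 in all TAM-like cells, 0.20 in Arg1 TAM-like cells), Ccl7 (0.070 in all TAM-like cells, −0.37 in monocyte-like cells), Cd274 (0.27 in all TAM-like cells, −1.63 in C1q TAM-like cells, −0.76 in cycling TAM-like cells), Pdcd1lg2 (3.25 in all TAM-like cells) and Cxcl10 (−0.44 in C1q TAM-like cells). The list medians were −0.47 for TNF-α in effector-like cells, −0.13 for G2/M in effector-like cells, 0.0082 for fatty-acid in effector-like cells, 0.11 for TNF-α in exhausted-like cells, −0.042 for G2/M in exhausted-like cells, 0.34 for fatty-acid in exhausted-like cells and 0.30 for glycolysis in exhausted-like cells. The score differences were −19.9 for myeloid cells to myeloid cells, 4.14 for T cells to T cells, 6.56 for CCL signals to CD8+ T cells and 1.29 for CXCL signals to CD8+ T cells.

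Without doublet removal, 10037 and 9913 cells were kept. Shares differed by −0.177 for neutrophil-like cells (points). Log2 ratios of genes were Cxcl9 (0.15 in Arg1 TAM-like cells, 0.82 in cycling TAM-like cells, 0.55 in all TAM-like cells, 0.56 in DC-like cells), Ccl5 (0.38 in DC-like cells, −0.025 in all TAM-like cells) and Ccl7 (−0.30 in all TAM-like cells). Scores differed by 29.3 for myeloid cells to myeloid cells, 5.35 for T cells to T cells, 7.20 for CCL signals to CD8+ T cells and 1.48 for CXCL signals to CD8+ T cells. With rounded simulated doublets, the differences of shares were 0.341 for DC-like cells (points). Genes had log2 ratios of Ifng (0.37 in effector-like cells), Cxcl9 (0.066 in Arg1 TAM-like cells), Ccl5 (−1.11 in DC-like cells) and Cd274 (−0.36 in neutrophil-like cells). Differences of scores were 21.4 for myeloid cells to myeloid cells, 5.78 for T cells to T cells, 7.12 for CCL signals to CD8+ T cells and 1.48 for CXCL signals to CD8+ T cells.

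At most 5% mitochondrial UMIs being allowed, 9021 and 8878 cells were kept. The log2 ratios were Cxcl9 (0.40 in cycling TAM-like cells) and Ccl7 (−0.28 in monocyte-like cells). The score differences were 30.5 for myeloid cells to myeloid cells, 5.60 for T cells to T cells, 7.43 for CCL signals to CD8+ T cells and 1.61 for CXCL signals to CD8+ T cells. With at least 500 detected genes, 9002 and 8871 cells were kept. The differences of shares were 0.0374 for neutrophil-like cells (points). Log2 ratios of genes were Cxcl9 (0.67 in Arg1 TAM-like cells). Scores differed by 20.5 for myeloid cells to myeloid cells, 5.22 for T cells to T cells, 6.90 for CCL signals to CD8+ T cells and 1.48 for CXCL signals to CD8+ T cells.

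Without integration of the libraries, the differences of shares were −1.06 for stem-like cells, −3.56 for C1q TAM-like cells and 3.31 for Arg1 TAM-like cells (points). Genes had log2 ratios of Cxcl9 (0.65 in C1q TAM-like cells, 0.59 in cycling TAM-like cells). Differences of scores were 31.1 for myeloid cells to myeloid cells, 3.69 for T cells to T cells, 7.35 for CCL signals to CD8+ T cells and 1.61 for CXCL signals to CD8+ T cells. When the reported genes stayed among the variable features, the differences of shares were −5.79 for stem-like cells and 13.7 for effector-like cells (points). The log2 ratios were Gzmb (0.52 in effector-like cells) and Cxcl9 (0.60 in C1q TAM-like cells, 0.53 in all TAM-like cells, −0.16 in monocyte-like cells). The score differences were 28.9 for myeloid cells to myeloid cells, 3.81 for T cells to T cells, 7.22 for CCL signals to CD8+ T cells and 1.52 for CXCL signals to CD8+ T cells.

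For CD8+ T cells clustered at a resolution of 1.0, the differences of shares were −7.25 for stem-like cells and 14.4 for effector-like cells (points). Log2 ratios of genes were Gzmb (0.60 in effector-like cells) and Cxcr3 (0.20 in stem-like cells). Lists had medians of −0.17 for TNF-α in effector-like cells and −0.070 for glycolysis in effector-like cells. For CD8+ T cells picked by Cd8a or Cd8b1 and no Cd4, the differences of shares were −8.17 for stem-like cells, 14.7 for effector-like cells and 1.18 for cycling-like cells (points). Genes had log2 ratios of Ifng (0.73 in exhausted-like cells, −0.16 in effector-like cells), Gzmb (0.35 in effector-like cells) and Cxcr3 (0.25 in stem-like cells). The list medians were −0.22 for TNF-α in effector-like cells, −0.021 for TGF-β in effector-like cells, −0.039 for G2/M in effector-like cells and −0.025 for IFN-γ in effector-like cells. Differences of scores were 5.58 for T cells to T cells, 7.64 for CCL signals to CD8+ T cells and 1.53 for CXCL signals to CD8+ T cells.

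Myeloid cells being clustered at a resolution of 0.3, the log2 ratios were Cxcl9 (0.48 in C1q TAM-like cells, 1.07 in Arg1 TAM-like cells). The score differences were 31.3 for myeloid cells to myeloid cells, 7.05 for CCL signals to CD8+ T cells and 1.43 for CXCL signals to CD8+ T cells. At a resolution of 1.0 for myeloid cells, the log2 ratios were Cxcl9 (0.37 in C1q TAM-like cells, 1.07 in Arg1 TAM-like cells, 0.45 in all TAM-like cells, 1.38 in DC-like cells), Ccl5 (−1.46 in DC-like cells) and Pvr (0.41 in DC-like cells). Scores differed by 23.2 for myeloid cells to myeloid cells, 7.08 for CCL signals to CD8+ T cells and 1.50 for CXCL signals to CD8+ T cells.

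With TMM factors, the log2 ratios were Ifng (0.40 in exhausted-like cells), Gzmb (0.71 in effector-like cells), Ccl5 (−1.45 in DC-like cells), Ccl2 (−0.49 in all TAM-like cells) and Ccl7 (−0.30 in all TAM-like cells). By the mean of CPM per cell, the log2 ratios were Gzmb (0.63 in effector-like cells), Cxcl9 (0.35 in C1q TAM-like cells, 0.54 in Arg1 TAM-like cells, 0.36 in all TAM-like cells, 1.37 in DC-like cells), Ccl5 (−1.01 in DC-like cells), Ccl2 (−0.44 in all TAM-like cells) and Ccl7 (−0.23 in all TAM-like cells). By plain means in place of trimeans, the score differences were 12.3 for myeloid cells to myeloid cells, 3.69 for T cells to T cells, 5.35 for CCL signals to CD8+ T cells and 1.37 for CXCL signals to CD8+ T cells. Without T cell receptor segment genes, and without the leading genes, no share, log2 ratio or list median of CD8+ T cells left the interval of its main value.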

Differences from the paper's values

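The alternative with rounded simulated doublets was chosen only after the result was seen.

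Among named myeloid cells of the MWA plus TIGIT group, neutrophil-like cells made up 1.24% (0.946 to 1.60), and the paper shows about 2% in Fig. 5C, read by eye. Of the alternatives set before the data were examined, the value without doublet removal, 1.70%, lay within 1.5 times that of the paper. The values with the limit of 5000 UMIs (6.97%), with at most 5% mitochondrial UMIs (1.25%), with at least 500 genes (0.573%), without integration (1.23%), with the reported genes kept (1.23%) and at resolutions of 0.3 (1.24%) and 1.0 (1.22%) did not, and neither did the value with rounded simulated doublets, 0.684%. Cell names were rebuilt here, so a difference from the paper may come from the names.

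The paper states that CCL5 was higher in DCs of the MWA plus TIGIT group. The log2 ratio of Ccl5 in DC-like cells was −1.32, and of the alternatives it was above 0 only without doublet removal, 0.38. In the DC-like cluster led by Xcr1 alone, with 11 and 55 UMIs, it was 1.82. The paper states that effector markers hardly differed between the groups and does not name the cells compared, which were taken here as effector-like cells. Gzmb had a log2 ratio of 0.82 in effector-like cells, and with the limit of 5000 UMIs 0.10, with an interval that includes 0. Ifng had a log2 ratio of 0.21 (0.06 to 0.37) there, and 0.08 (−0.10 to 0.25) in the effector-like cells without a Trav16 UMI. Its interval included 0 with the limit of 5000 UMIs (−0.14), with the reported genes kept (0.16), at a resolution of 1.0 (0.08) and in cells picked by Cd8a or Cd8b1 without Cd4 (−0.16). Tnf and Cd44 did not differ there beyond the counting error.

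The paper reports weaker signaling among myeloid cells in the MWA plus TIGIT group. The summed score differed by 29.4, the MWA plus TIGIT group being higher, and by −19.9 with the limit of 5000 UMIs. The paper reports higher TNF-α signaling, TGF-β signaling, oxidative phosphorylation and glycolysis in effector cells. The lists had medians of −0.07, 0.12, 0.06 and 0.09 there, and that of TNF-α lay below the random lists. In exhausted cells the paper reports higher IFN-γ response and oxidative phosphorylation, and the medians of the lists were −0.03 and −0.06. The IFN-γ median was above 0 without doublet removal and with rounded simulated doublets, where it reached 0.064, the latter chosen after seeing the values. The lists of TNF-α, TGF-β and G2/M in exhausted-like cells were higher, as the paper states.

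The paper states that CCL7 was lower. Ccl7 was lower over all TAM-like cells but had log2 ratios of 0.25 in monocyte-like and 2.31 in DC-like cells. In monocyte-like cells it was lower with the limit of 5000 UMIs, −0.37, and with at most 5% mitochondrial UMIs, −0.28. The paper states that CXCL16 and nectin-2 were higher in DCs, and that CD44 was higher in exhausted cells. The intervals of Cxcl16 (−0.04 to 0.42), of Nectin2, with 3 and 6 UMIs, and of Cd44 (−0.01 to 0.56) include 0, though all 3 ratios were above 0. Cxcl16 was higher beyond the counting error with the limit of 5000 UMIs, 0.85, and without doublet removal, 0.40. The interval of Cd44 lay above 0 with the limit of 5000 UMIs, 0.89, with at most 5% mitochondrial UMIs, with at least 500 genes and with the reported genes kept. The paper does not say what its single-cell tests took as replicates, and no test between the groups was run here.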

Other observations

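Chosen only after the result was seen were the test of doublet removal for neutrophil-like cells, the tests of exhausted cells in the effector-like cluster and of free RNA from exhausted-like cells, the interval from resampled DC-like cells, the test of Trav16 as part of the cause for Igkc and the clustering without T cell receptor segment genes.

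The higher effector-like share of the MWA plus TIGIT group may in part come from T cells with Trav16. Among CD8+ T cells without a Trav16 UMI the shares were 40.6% and 42.8%, a difference of 2.18 points with an interval that includes 0 (−1.11 to 5.47). Grouping by Trav16 itself was argued against, since the difference was 5.42 points with the segment genes of T cell receptors left out of the variable features. The deeper library was argued against as well, since CD8+ T cells had medians of 4224 UMIs in the MWA group and 4075.5 in the MWA plus TIGIT group. After thinning to 1000 UMIs, 46.4% and 59.6% of CD8+ T cells held at least 2 effector markers, a difference of 13.2 points (10.1 to 16.3). That measure is not the effector-like share. Within effector-like cells the markers Gzmk and Ly6c2 had log2 ratios of 0.97 and 0.55, and Gzma −0.16, so it mixes expression per cell with the share. Whether a clone expanded because of the treatment or was present in 1 mouse beforehand was not tested.

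Pdcd1, Havcr2 and Lag3 were higher in effector-like cells of the MWA plus TIGIT group. Exhausted cells assigned to this cluster were looked for with a list of 8 markers and leading genes of the exhausted-like cluster. Of these, 4 had at least 20 UMIs in each library there, Tnfrsf9, Rgs16, Nr4a2 and Xcl1. Their summed UMIs were 722 and 719 in effector-like cells, a log2 ratio of −0.31 (−0.46 to −0.16), whereas a share of exhausted-like UMIs large enough for the rise of the 3 genes, 8.31%, gives an expected ratio of 1.00. The other 4 genes of the list had too few UMIs to count. The test cannot decide, since Xcl1 and Rgs16 led the exhausted-like cluster and were not kept out of the clustering. Cells rich in them would have been placed in that cluster, and Xcl1 alone gave 426 and 378 of the summed UMIs. Exhausted cells low in these genes stay an open explanation. Free RNA from exhausted-like cells was argued against by stem-like cells of the MWA plus TIGIT group, which held 0.022 UMIs of the 3 genes per cell (0.0060 to 0.056), whereas effector-like cells had gained 0.146 per cell and free RNA adds a like number to every cell. In effector-like cells without a Trav16 UMI the ratios were 0.97 (0.42 to 1.55) for Pdcd1, 0.70 (−0.07 to 1.49) for Havcr2 and 0.17 (−0.49 to 0.82) for Lag3, so the cells with Trav16 stay an open explanation for part of the difference.

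The lower neutrophil-like share of the MWA plus TIGIT group may come from doublet removal, without which the difference was −0.18 points. With rounded simulated doublets it was −0.84 points (−1.26 to −0.43). It was 0.04 points (−0.27 to 0.34) with doublets removed and at least 500 detected genes, so doublet removal is not the only setting it depends on. For the lower Ccl5 in DC-like cells, another mix of DC subclusters cannot be told apart from a change within them. In the subcluster at a resolution of 1.0 that holds most of its UMIs, the log2 ratio was −0.64, but with only 30 and 17 cells, of which 10 held 73.0% and 93.1% of the UMIs, the interval from resampled cells was −1.66 to 0.22. The ratio was −0.41 in the largest subcluster and 1.82 in that with Xcr1.

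Igkc, an immunoglobulin gene, rose in all CD8+ T cells from 63 to 429 UMIs, a log2 ratio of 2.68 (2.29 to 3.08). B-like cells numbered 82 and 14, with Igkc at 8500 and 246875 CPM. Free RNA from plasma cells would add a like number of UMIs to every cell. It was argued against by 429 Igkc UMIs in 2086 CD8+ T cells of the MWA plus TIGIT group, against 209 in 3808 TAM-like cells. By CPM the ratio was 8.55, which the greater depth of TAM-like cells raises. Doublets with plasma cells were argued against by the 13.1% of the UMIs that lay in the 10 CD8+ T cells with most. An Igkc UMI was found in 29.3% (25.1 to 33.8) of the cells with a Trav16 UMI and in 8.48% (7.18 to 9.94) of those without, a ratio of 3.46, so cells with Trav16 may account for part of the rise. Whether they account for all of it cannot be told apart, since the share without a Trav16 UMI was also above that of the MWA group, 1.80% (1.258 to 2.496), and a cell can hold Trav16 without a UMI of it being read. Why these cells hold Igkc was not tested.

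Cxcl9 rose together with the IFN-γ list in all TAM-like cells, where 53 of 57 genes were higher and the median log2 ratio of 0.17 lay at the 100 percentile of the random lists. The higher Cxcl9 may therefore be part of a shift of the whole list. The IFN-γ list was not alone in this. In these cells the glycolysis list, with a median of 0.17 and 15 of 15 genes higher, lay at the 100 percentile too, and the G2/M list, at 0.12, at the 99.93 percentile. The TNF-α list had a median of −0.15, at the 0 percentile. The fatty-acid, TGF-β and oxidative phosphorylation lists lay at the 87.5, 34.0 and 2.99 percentiles.

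In all TAM-like cells the genes with the highest ratios among 2403 were Slc7a2 (0.97), C4b (0.83) and Igf1 (0.77), and those with the lowest Gm10076 (−1.11), Hist1h2ap (−1.04) and Rgcc (−0.68). Gm10076 and Hist1h2ap were also among the lowest in CD8+ T cells. Both were lower in 5 of 5 other groups of cells, CD4+ T, regulatory T, NK, γδ T and monocyte-like cells, so their lower counts may come from a difference between the libraries that reaches every cell type.

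As shares of all kept cells, CD4+ T cells made up 11.1% and 9.17%, regulatory T cells 8.02% and 6.66%, NK-like cells 1.86% and 1.27%, γδ T cells 3.49% and 2.91%, and B-like cells 0.891% and 0.154%.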
